# LCM and RNA-seq analyses revealed roles of cell cycle and translational regulation and homoeolog expression bias in cotton fiber cell initiation

**DOI:** 10.1186/s12864-021-07579-1

**Published:** 2021-04-29

**Authors:** Atsumi Ando, Ryan C. Kirkbride, Don C. Jones, Jane Grimwood, Z. Jeffrey Chen

## Abstract

**Background:**

Cotton fibers provide a powerful model for studying cell differentiation and elongation. Each cotton fiber is a singular and elongated cell derived from epidermal-layer cells of a cotton seed. Efforts to understand this dramatic developmental shift have been impeded by the difficulty of separation between fiber and epidermal cells.

**Results:**

Here we employed laser-capture microdissection (LCM) to separate these cell types. RNA-seq analysis revealed transitional differences between fiber and epidermal-layer cells at 0 or 2 days post anthesis. Specifically, down-regulation of putative cell cycle genes was coupled with upregulation of ribosome biosynthesis and translation-related genes, which may suggest their respective roles in fiber cell initiation. Indeed, the amount of fibers in cultured ovules was increased by cell cycle progression inhibitor, Roscovitine, and decreased by ribosome biosynthesis inhibitor, Rbin-1. Moreover, subfunctionalization of homoeologs was pervasive in fiber and epidermal cells, with expression bias towards 10% more D than A homoeologs of cell cycle related genes and 40–50% more D than A homoeologs of ribosomal protein subunit genes. Key cell cycle regulators were predicted to be epialleles in allotetraploid cotton. MYB-transcription factor genes displayed expression divergence between fibers and ovules. Notably, many phytohormone-related genes were upregulated in ovules and down-regulated in fibers, suggesting spatial-temporal effects on fiber cell development.

**Conclusions:**

Fiber cell initiation is accompanied by cell cycle arrest coupled with active ribosome biosynthesis, spatial-temporal regulation of phytohormones and MYB transcription factors, and homoeolog expression bias of cell cycle and ribosome biosynthesis genes. These valuable genomic resources and molecular insights will help develop breeding and biotechnological tools to improve cotton fiber production.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07579-1.

## Background

Cotton is the largest renewable source of textile fiber in the world and is an important oil crop [1, 2]. Most widely cultivated cottons are allotetraploid, consisting of two sets of chromosomes from different origins across the old and new world, with the “mother” (A-genome like species) from Africa and the “father” (D-genome like species) from the Americas [3]. The polyploidization took place in the new world ~ 1.5 million years ago [4], and resulted in five extant species that diversified over 300,000–600,000 years [4, 5]. Over the last 8000 years, two of them, Upland (*Gossypium hirsutum* L*.*) and Pima (*G. barbadense* L*.*) cottons were independently domesticated in NW S. America and the Yucatan Peninsula of Mexico, respectively, under strong human selection, leading to the modern annualized crops [6]. To date, Upland cotton dominates in ~ 94% of world cotton production, with the remainder (~ 5%) being Pima cotton for its superior fiber quality [1], and other diploid cottons adapted to certain growth environments [7].

Cotton fiber is seed hair, and each individual cotton fiber initiates from a single epidermal-like cell from the ovular epidermis, which elongates dramatically to reach up to ~ 6 cm in length, one of the longest singular cells in the plant kingdom [2]. Each cotton seed has over 20,000 semi-synchronically developed fiber cells, representing 20–30% of cells in the epidermal layer of the seed [8, 9]. There are two types of fiber, lint and fuzz fibers [10, 11], and only the lint fibers are ginned and used in textiles. Lint fiber cells are initiated before or on the day of anthesis (0 Day Post Anthesis, DPA), which induces production and transportation of the phytohormones auxin and gibberellin to promote fiber cell elongation [12]. Fuzz fiber is produced approximately 5 days after the development of lint fibers and is much shorter than the lint fiber. Fiber cells undergo overlapping stages of elongation, cellulose biosynthesis, and maturation [13]. During elongation phase, primary cell wall is synthesized, and the cell extends through some combination of anisotropic expansion and tip growth [11]. Once fibers have reached full length, they transition to the stage of cellulose and secondary cell wall biosynthesis, which is accompanied by the maturation phase where fibers, now comprising ~ 95% pure cellulose, become metabolically inactive, leading to cell death, which happens before the boll opens [11].

In developing fiber cells, cell cycle is arrested at G1 or S phase [14]. Cell differentiation and cell cycle regulation are linked in plants [15], which involves cyclin-dependent kinases (CDKs) [16], phytohormones (auxin and gibberellins), and key transcription factors. Cell cycle exit without mitotic division often leads to endoreduplication, which is common in eudicot plants [17]. Previous studies showed that DNA content was increased by endoreplication during early fiber development [18, 19], which is accompanied with small RNA and DNA methylation changes in early fiber cells [20–22]. In human cancer cells, tumor suppressor p53 has been shown to induce cell-cycle arrest in response to impaired ribosome biogenesis [23], and vice versa, cell cycle arrest during tumor metastasis is fueled by upregulation of ribosome biogenesis [24].

Phytohormones and transcription factors also play crucial roles in fiber cell development [2, 25–27]. Auxin, brassinosteroids, ethylene, and gibberellins promote or induce fiber cell development [28–30], whereas cytokinin and abscisic acid inhibit fiber cell development [31]. Previous studies have shown that auxin accumulates in ovules before fertilization, peaking around 2–3 DPA, with the level gradually decreasing through the elongation stage [12], while abscisic acid gradually accumulates in fiber cells during the initiation and elongation stages, with a peak around 10 DPA, followed by a decrease in later stages [32].

MYB (myeloblastosis) transcription factors are required for development of leaf trichomes and seed hair or fiber cells [33–36]. Several MYB transcription factor families are shown to regulate fiber cell initiation and elongation [34–37], while some MYB transcription factor members do not have an obvious role in cotton fiber cell development [38].

Regulatory networks involving phytohormones and transcription factors during early stages of fiber cell development remain poorly understood, partly because it is technically difficult to isolate fiber and epidermal cells during fiber cell initiation. Here we performed RNA-seq analysis using the fiber and epidermal cells that were separated by Laser Capture Microdissection (LCM) in early stages (0 and 2 DPA). We compared transcriptomes of LCM samples between the wild-type and fiber-less mutant (both in Upland background) and between Upland and Pima cottons, which revealed expression differences in the genes associated with cell cycle regulation and ribosome biosynthesis. Using pharmacological inhibitors for these pathways, we showed that cell cycle regulation and ribosome biogenesis affect fiber cell initiation and elongation in the ovules cultured in vitro. Moreover, phytohormone related genes were upregulated in the ovules and down-regulated in early fibers, suggesting a spatial-temporal role in fiber cell development. MYB-transcription factor related genes displayed expression divergence between fibers and ovules, while key cell cycle regulators were predicted to be epialleles [39]. Together, these results support a new role for cell cycle and translational regulation in fiber cell initiation and elongation, which is accompanied by spatial-temporal regulation of transcriptional and phytohormonal networks.

## Results

### Fiber cell initiation in GhTM-1, Gb3–79, and GhMD17

Our study involved two cultivated cottons, *G. hirsutum* L. acc. TM-1 (GhTM-1) and *G. barbadense* L. acc. 3–79 (Gb3–79), and the fiber-less mutant GhMD17 (*G. hirsutum* background). MD17 is a naturally occurring mutant with naked seed (lintless and fuzz fiberless) phenotype, which is proposed to be controlled by three genetic loci *N*_*1*_*N*_*1*_*n*_*2*_*n*_*2*_*n*_*3*_*n*_*3*_ [40]. *N*_*1*_ locus is controlled by *MYB25*-like (aka, *MML1_A12*) gene on A12 chromosome, which generates small interfering RNAs from its 3′ end that post-transcriptionally silence both homoeologs of this gene [41], and *n*_*2*_ locus is related to *MYB25*-like gene on homoeologous D12 chromosome [37, 42]. These three cotton lines were chosen on the basis of their distinct fiber characteristics: GhTM-1 has both lint and fuzz fibers, Gb3–79 has almost exclusively lint fibers, and GhMD17 is fiberless (Fig. 1a). Both GhTM-1 and Gb3–79 have similar lint fiber properties in mature seeds, except for the lack of fuzz fiber on the Gb3–79 seed [42]. The fuzz fiber varies by genotypes and present in the Upland cotton (*G. hirsutum*) but largely absent in Pima cotton (*G. barbadense*). The genetic basis of this difference is not fully understood and is likely related to mutation of *MYB25*-like on homoeologous D12 chromosome [42].

**Fig. 1:**
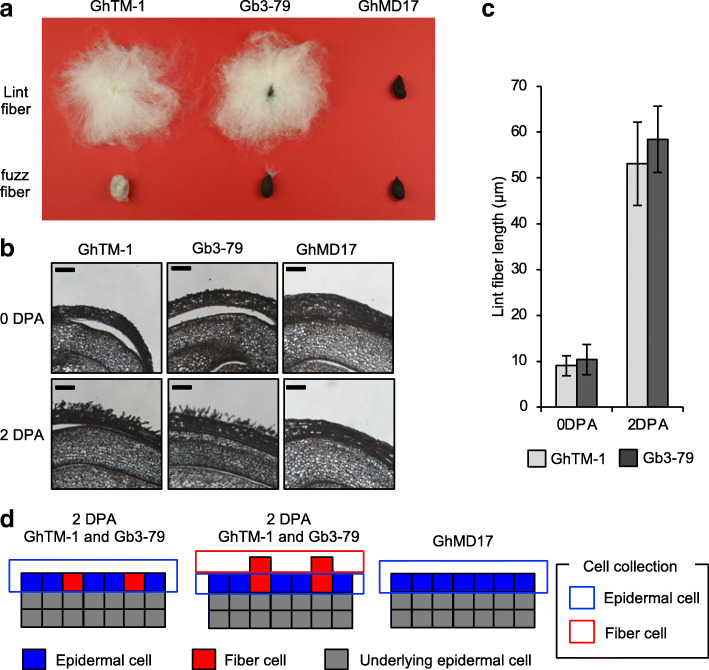
Seed and fiber morphology in GhTM-1, Gb3–79, and GhMD17. **a** Fiber morphologies on mature cotton seeds before (top) and after (bottom) lint fiber removal show both lint and fuzz fibers in *G. hirsutum* TM-1 (GhTM-1), lint finer in *G. barbadense* 3–79 (Gb3–79), and no fiber in GhMD17. **b** Paraffin embedded tissue of the ovule at 0 or 2 day post anthesis (DPA) in GhTM-1, Gb3–79, and GhMD17. Scale bars = 100 μm. **c** Lint fiber length (μm) in the ovules at 0 or 2 DPA in GhTM-1 (light gray) and Gb3–79 (black). Fiber length in a given stage was similar between GhTM-1 and Gb3–79 (Student *t*-test). **d** Diagram of epidermis (outer integument) for tissue collection using laser-capture microdissection (LCM) from the ovules at 0 or 2 DPA in GhTM-1, Gb3–79, and GhMD17. Colors indicate epidermal cell (blue), fiber cell (red), and underlying epidermal cell (gray). Dissected regions of epidermal cells (blue) and fiber cells (red) are indicated by rectangle boxes

During fiber initiation stage (0 and 2 DPA), both GhTM-1 and Gb3–79 had fibers of ~ 10 μm in length at 0 DPA and ~ 50 μm at 2 DPA, with little difference between GhTM-1 and Gb3–79, although fiber growth was slightly faster in Gb3–79 than in GhTM-1 (Fig. 1c). GhMD17 lacked any visible fiber cell initials during those stages (Fig. 1b). Thus, GhTM-1 and Gb3–79 have a similar fiber initiation process, which is blocked in GhMD17.

### RNA-seq analysis of fiber and epidermal cells separated by LCM

In wild-type ovules at 0 DPA and fiber-less mutants at both 0 and 2 DPA, LCM was used to cut the top layer of epidermal cells. For wild-type ovules at 2 DPA, LCM was used to cut along the epidermal surface to collect protruding fibers, followed by a second cut to harvest underlaying epidermal cells (Fig. 1d and Supplemental Figure 1a). LCM materials in each sample with two biological replicates were used for total RNA extraction (Supplemental Figure 1b), library construction, and sequencing. Sequencing reads were mapped onto the *G. hirsutism* genome v2.0 (GhTM-1 and GhMD17) and *G. barbadense* genome v1.0 (Gb3–79) [4] (Supplemental Table 1), and read counts were normalized to fragments per kilobase per million (FPKM) for gene expression analysis (see Methods).

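The LCM libraries formed 8 groups of 2 biological replicates each. These were epidermal cells of GhTM-1, Gb3–79 and the fiberless mutant GhMD17 at 0 and 2 DPA, and fiber cells of GhTM-1 and Gb3–79 at 2 DPA. The authors mapped the reads with Tophat, kept uniquely mapped reads and computed FPKM with Cufflinks for every annotated gene of each library, without pooling the replicates. In the paper's Supplemental Table 1, mapped read pairs ranged from 14034358 to 71749413 per library, with a median of 20862706.5. Both extremes were GhMD17 libraries at 0 DPA, replicate 2 and replicate 1 respectively. The ratio of paired reads aligned was lowest, at 0.609, in the former and highest, at 0.858, in the latter. The files hold FPKM and not read counts, so the counting error of a single gene is unknown. Comparisons used the 52514 *G. hirsutum* genes that the authors paired with a *G. barbadense* ortholog, and 42627 of these had an FPKM over 0 in at least 1 of the 16 libraries. Between 25689 and 29504 orthologs per library had an FPKM over 1, and the 10 orthologs with the highest FPKM held 3.57% to 10.3% of the summed FPKM. Genes outside the ortholog table held 27.6% to 33.4% of the FPKM of a library. In Gb3–79, 14064 of the 52514 orthologs were listed at 0 in every library, where a missing estimate and an absent transcript look the same. This number includes orthologs at 0 in the libraries of every line. Only 200 of the 14064 had a mean over 5 FPKM in a group of *G. hirsutum* libraries. FPKM was tested as log2(FPKM + 1) with limma, fitting the 8 group means to all 16 libraries so that the groups shared 1 estimate of the spread per gene. A gene was called when the unadjusted two-sided P was under 0.01, the mean FPKM of the higher group was over 5 and the ratio of the mean FPKM was over 1.5. For fiber cells against GhMD17 epidermal cells the ratio had to be over 2. These limits are those of the paper, which names ANOVA as its test without saying which groups or scale it used, while P here is that of a limma contrast. In addition, 20 simulations drew libraries around the mean of each gene with its residual spread and no change between groups. Each gene was drawn independently, with normal noise of the same spread in all groups. The simulations therefore gave the number of calls from such noise alone. Shifts common to many genes of a library and unequal spread between groups were not simulated. The simulated comparisons shared control libraries as the real ones did.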

Principal component analysis (PCA) showed a clear separation of gene expression variance by tissue types (PC1: 37% of variance), followed by species (PC2: 23% of variance) (Fig. 2a). 

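Components were computed with prcomp on log2(FPKM + 1) of the orthologs detected in any library, with genes centred but not scaled. PC1 held 33.5% of the variance and PC2 held 23.0%. Across the fits that each left out 1 library, the share of PC1 ranged from 30.5% to 35.9% (SD 1.81, n = 16) and that of PC2 from 20.6% to 25.5% (SD 1.70, n = 16). On PC1 the 4 fiber libraries scored from 82.0 to 133, the 8 wild-type epidermal libraries from −47.5 to 25.9 and the 4 GhMD17 libraries from −105 to −88.2. On PC2 the 6 Gb3–79 libraries scored from 9.53 to 99.5, the 6 GhTM-1 libraries from −103 to −25.3 and the GhMD17 libraries from −10.9 to −4.56. Scaling the genes to unit variance moved the shares most, to 26.4% for PC1 and 15.8% for PC2. Fiber libraries lay apart from all others on PC1 with a pseudocount of 0.1, with genes over a mean of 1 FPKM and with scaled genes as well. Gb3–79 libraries lay apart on PC2 in the same settings except with the pseudocount of 0.1.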

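In the plane of PC1 and PC2, the mean positions of epidermal cells at 0 and 2 DPA were 5.51 apart in Gb3–79, where the replicates of a stage were 14.4 apart at 0 DPA and 10.8 apart at 2 DPA. In GhTM-1 the stages were 43.8 apart, against 6.90 between the replicates at 0 DPA and 20.8 between those at 2 DPA. In GhMD17 they were 14.1 apart, against 3.95 and 7.10. The distance between stages was therefore larger than that between replicates in GhTM-1 and GhMD17 but not in Gb3–79. Beyond the plane, PC4 held 5.28% of the variance and was picked out only after the 4 leading components were computed. On PC4 the 6 epidermal libraries of 0 DPA scored from −55.5 to −15.8 and the 6 of 2 DPA from 19.4 to 48.7. A direction from 0 to 2 DPA taken from a pair of lines put both 2 DPA libraries of the line left out above both of its 0 DPA libraries, for 3 of 3 lines. The differences between stages along these directions summed to 66.1 (exact permutation test over 216 relabellings of the stages, p = 0.00926, the smallest these relabellings can give). In the wild-type lines, stage also goes with the removal of protruding fibers before the epidermal cut at 2 DPA.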

Epidermal samples between the 0 and 2 DPA stages were not separated. We also determined the Pearson’s correlation coefficient of all 8 samples (averaged values of two biological replicates) and performed hierarchical clustering analysis among these samples (Supplemental Figure 2a). This revealed three major groups: fiber samples (GhTM-1 and Gb3–79 at 2 DPA), mutant epidermal samples (GhMD17 at 0 and 2 DPA), and Gb3–79 epidermal samples (0 and 2 DPA). 

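Pearson's r was computed across orthologs for the 28 pairs of group means. Genes are not independent replicates, so these values carry no p. On FPKM, r ranged from 0.286 to 0.895. It was 0.80 between the fiber cells of GhTM-1 and Gb3–79, 0.658 between GhMD17 epidermal cells at 0 and 2 DPA, and 0.895 between Gb3–79 epidermal cells at 0 and 2 DPA. Complete-linkage clustering on the distance between rows of r joined each of these 3 pairs before it joined them to any other group. On log2(FPKM + 1) the range narrowed to 0.810 to 0.961, the 3 pairs had r of 0.917, 0.961 and 0.958, and each pair was again joined first. The choice of distance mattered on FPKM, where clustering on 1 − r joined GhMD17 at 2 DPA to GhTM-1 epidermal cells at 0 DPA before it joined the mutant's own 0 DPA cells. In an alternative chosen after the values were seen, 83 orthologs with over 100 FPKM in 1 replicate of a group and 0 in the other were left out. GhTM-1 fiber cells then joined GhTM-1 epidermal cells at 2 DPA before the Gb3–79 fiber cells.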

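GhTM-1 epidermal cells at 0 DPA had an r across orthologs of 0.625 with Gb3–79 epidermal cells at 0 DPA and 0.646 with those at 2 DPA, and joined that pair in the tree from FPKM. Their r was 0.661 with GhMD17 epidermal cells at 2 DPA, their highest. GhTM-1 epidermal cells at 2 DPA had an r of 0.286 with GhMD17 epidermal cells at 0 DPA and 0.451 with those at 2 DPA. Their highest r was 0.570, with GhTM-1 fiber cells, and with GhTM-1 epidermal cells at 0 DPA it was 0.461. In the tree from FPKM they joined the branch that held the fiber cells, the Gb3–79 epidermal cells and the GhTM-1 epidermal cells at 0 DPA, and the GhMD17 samples joined last. On log2(FPKM + 1), GhTM-1 epidermal cells at 0 and 2 DPA had an r of 0.952, joined each other first and then joined the GhMD17 samples. Without the single ortholog with the highest FPKM, Gohir.D10G095500, the r between the GhTM-1 stages on FPKM was 0.758. It was 0.823 without all 83 orthologs, this one included, that had over 100 FPKM in 1 replicate and 0 in the other in any group, and 0.495 without the other 82. These settings were chosen after the values were seen.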

GhTM-1 epidermal sample at 0 DPA was grouped with Gb3–79 epidermal samples, while GhTM-1 epidermal sample at 2 DPA and mutant epidermal samples were in the same group. These results indicate that gene expression differences between tissue types and between species of LCM samples were suitable for this study.

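Across orthologs, r between the 2 replicates of a group ranged from 0.945 to 0.961 on log2(FPKM + 1). On FPKM it ranged from 0.573, in GhMD17 epidermal cells at 2 DPA, to 0.945, in GhTM-1 fiber cells. From the separation by principal components and the grouping by correlation, the paper concludes that the differences between tissue types and between species in the LCM samples were suitable for its comparisons.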

**Fig. 2:**
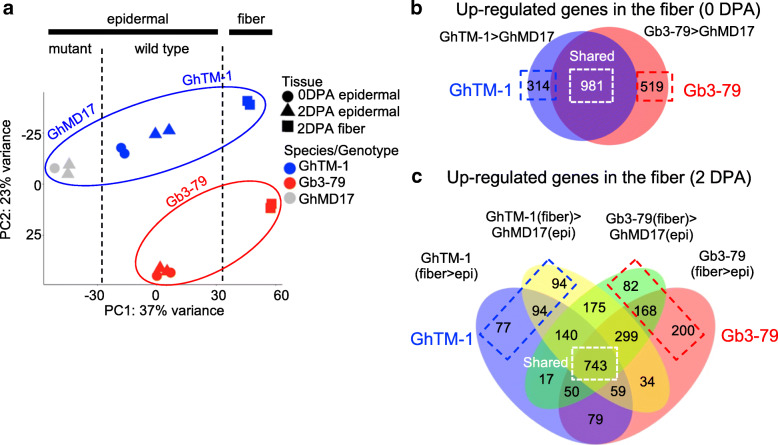
Gene expression divergence between tissue types and between species. **a** Principal component analysis of gene expression data from the LCM samples. Gene expression of GhTM-1 (blue), Gb3–79 (red), GhMD17 (gray) are separated by tissue types (dotted lines) and by species (oval circles) in a combination of developmental stage and tissue: epidermal at 0 DPA (circle), epidermal at 2 DPA (triangle), and fiber at 2 DPA (square). **b** Venn Diagram analysis of upregulated genes in fiber cell initials at 0 DPA; GhTM-1 > GhMD17 (light blue), and Gb3–79 > GhMD17 (pink), including those shared (white box) and specific to GhTM-1 (blue) or Gb3–79 (red) (dashed boxes). **c** Venn Diagram analysis of upregulated genes in early fiber cells at 2 DPA; GhTM-1 (fiber>epi) (light blue), Gh3–79 (fiber>epi) (pink), GhTM-1(fiber) > GhMD17(epi) (yellow), and Gb3–79(fiber) > GhMD17(epi) (green), including those shared (white box) and specific to GhTM-1 (blue) or Gb3–79 (red) (dashed boxes)

At 0 DPA, fiber cell initials develop in the wild type but not in the mutant. To identify differentially expressed genes in fibers at 0 DPA, we compared expression differences in the epidermal samples between the wild type (GhTM-1 and Gb3–79) and mutant (GhMD17). 

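Against GhMD17 epidermal cells at 0 DPA, 1578 orthologs were called higher in GhTM-1 epidermal cells and 2686 in Gb3–79 epidermal cells. Simulated libraries without any change gave at most 111 and 112 calls. Of the called orthologs, 1083 in GhTM-1 and 2535 in Gb3–79 also had a Benjamini-Hochberg adjusted p under 0.05. The alternative that moved the counts most tested each gene on the libraries of the 2 groups compared without sharing information between genes, and it called 433 and 893. On the fold and FPKM criteria without a P, 3194 and 4802 orthologs passed. In both lines, 905 orthologs were called higher, which was 57.4% of the GhTM-1 calls and 33.7% of the Gb3–79 calls. Independent calls among the 19156 orthologs over the FPKM minimum in both comparisons would share 150, and the simulations, where both lines shared the GhMD17 libraries, gave at most 23. Neither figure allows for a gene that is peculiar to GhMD17, which would be called in both lines. The excess therefore does not separate fiber initiation from such genes. Gb3–79 also differs from GhMD17 in species and genome reference, which its calls do not separate either. Of the other calls, 673 were made in GhTM-1 only and 1781 in Gb3–79 only, and 26 orthologs were called higher in GhTM-1 and lower in Gb3–79. Whether the change differed between the lines was not tested at 0 DPA. The shared list of Supplemental Table 2 holds 981 genes, all of which met the fold and FPKM criteria here and 682 of which were called in both lines. Of the genes listed as specific to 1 line in Supplemental Table 3, 169 of 314 were called in GhTM-1 and 306 of 519 in Gb3–79. In GhTM-1 the largest fitted change belonged to Gohir.D05G319833, with 3931 and 2421 FPKM in the 2 replicates. It was listed at 0 in both GhMD17 libraries (adjusted p = 0.0512). In GhTM-1 epidermal cells at 2 DPA its replicates had 935 and 0 FPKM. In Gb3–79 the largest fitted change belonged to Gohir.A09G102700, with 2356 and 2911 FPKM (adjusted p = 1.17e-09). That ortholog was listed at 0 in every *G. hirsutum* library.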

We identified 1295 and 1500 upregulated genes in GhTM-1 and Gb3–79 fiber cell initials, respectively, 981 of which (> 60%) were shared in both, while 314 and 519 were specific to GhTM-1 and Gb3–79, respectively (Fig. 2b, Supplemental Tables 2 and 3). In addition, 2101 and 2582 genes were down-regulated in GhTM-1 and Gb3–79 fiber cell initials, respectively, 1528 of which (> 60%) were shared in both (Supplemental Figure 2b, Supplemental Table 2).

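The calls for lower expression than in GhMD17 epidermal cells at 0 DPA numbered 1143 in GhTM-1 and 2291 in Gb3–79. Adjusted p was under 0.05 for 575 and 2101 of them, and simulations without change gave at most 107 and 124 calls. In both lines, 568 orthologs were called lower, or 49.7% of the GhTM-1 calls and 24.8% of the Gb3–79 calls, against 137 for independent calls and at most 22 in the simulations. These figures again do not allow for genes peculiar to GhMD17. A further 575 orthologs were called lower in GhTM-1 only and 1723 in Gb3–79 only, and 27 were called lower in GhTM-1 and higher in Gb3–79. Gohir.D05G194200 ranked first in GhTM-1, where both replicates were listed at 0 against 32.7 and 121 FPKM in GhMD17 (adjusted p = 0.0635). First in Gb3–79 was Gohir.D01G127500, listed at 0 in both replicates against 194 and 286 FPKM in GhMD17 (adjusted p = 2.03e-07).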

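The methods give no criteria for epidermal cells at 2 DPA against those at 0 DPA. The genes of Supplemental Table 3A all have over 1 FPKM in the higher group and more than a 2-fold change, so these limits were used together with the same limit on P. According to the paper, the top epidermal layer of the wild types was cut at 0 DPA, when fiber cell initials develop. At 2 DPA the protruding fibers were cut off first. Stage in these lines therefore goes with the removal of fiber cells, and the calls cannot tell them apart. In GhTM-1, 712 orthologs were called higher at 2 DPA and 526 higher at 0 DPA. In Gb3–79, 591 were called higher at 2 DPA and 530 higher at 0 DPA. The most that simulations without change gave was 124 and 130 for GhTM-1 and 127 in each direction for Gb3–79. With an adjusted p under 0.05 as the limit, 336 and 157 orthologs passed in GhTM-1 and 158 and 143 in Gb3–79. The largest move came from testing each gene on the 4 libraries compared alone, which called 196 and 103 in GhTM-1 and 127 and 104 in Gb3–79. On the limits on fold and FPKM alone, more orthologs passed when some libraries were left out. In GhTM-1, 2140 orthologs passed fold and FPKM as higher at 0 DPA, and 4631 did without replicate 2 of 2 DPA; for those higher at 2 DPA, 1985 became 3063 without replicate 2 of 0 DPA. In Gb3–79, 1989 orthologs higher at 0 DPA became 3698 without replicate 1 of 2 DPA. Gohir.D10G095500 ranked first among the genes higher at 2 DPA in GhTM-1, with 6625 and 33052 FPKM and listed at 0 in both 0 DPA libraries (adjusted p = 0.0339). Gohir.A10G170000 ranked first among those higher at 0 DPA, with 0.206 and 0.311 FPKM at 2 DPA against 53.3 and 98.1 at 0 DPA, a log2 change of −5.87 (standard error 0.33, adjusted p = 2.13e-05). The first of Gb3–79 were Gohir.A09G249200, with 54.7 and 182 FPKM at 2 DPA and listed at 0 at 0 DPA (adjusted p = 0.0261), and Gohir.D04G143500, with 289 and 71.4 FPKM at 0 DPA and listed at 0 at 2 DPA (adjusted p = 0.0430).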

In epidermal cells, there were 291 and 181 upregulated genes in GhTM-1 and Gb3–79, respectively, at 0 DPA (Supplemental Figure 3a and Supplemental Table 3a), and 583 and 409 upregulated genes in GhTM-1 and Gb3–79, respectively, at 2 DPA (Supplemental Figure 3b and Supplemental Table 3a). 

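Between the stages of epidermal cells, 98 orthologs were called higher at 2 DPA in both GhTM-1 and Gb3–79, which was 13.8% and 16.6% of the calls in each line. At 0 DPA, 69 were called higher in both, or 13.1% and 13.0%. Independent calls among the 28446 orthologs over 1 FPKM in both comparisons would share 8.75 and 4.96, and simulations without change shared at most 5 and 6. With an adjusted p under 0.05 in both lines, 30 and 16 orthologs were shared. A pseudocount of 0.1 took the number shared at 0 DPA from 69 to 39. Limma on only the libraries of the groups compared left 18 shared at 2 DPA and 12 at 0 DPA. A one-way ANOVA of those groups for each gene moved the shared numbers most, to 2 and 1. Of the orthologs higher at 2 DPA in GhTM-1, 8 were called higher at 0 DPA in Gb3–79, and 15 went the other way. The difference between the lines itself was not tested for this comparison. Of the shared genes that Supplemental Table 3A lists, 68 of 121 at 2 DPA and 2 of 14 at 0 DPA were called here in both lines. Every gene of both lists met the fold and FPKM criteria, which was fixed in advance, since these limits were read from the same genes.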

The number of shared genes between GhTM-1 and Gb3–79 was relatively small, only 14 genes (~ 5%) at 2 DPA and 121 genes (~ 20%) genes at 2 DPA, suggesting expression divergence in epidermal layer cells between Upland and Pima cotton. GO analysis showed overrepresentation of upregulated genes at 2 DPA in lipid metabolic process (*p*-value 0.00045) and DNA replication (*p*-value 2.7e-12), consistent with biological processes involved ovule and seed development.

At 2 DPA, we compared gene expression of LCM fiber cell with epidermal cell tissues within the same genotype (GhTM-1 or Gb3–79) and between the fiber cell (GhTM-1 and Gb3–79) and epidermal cell tissues in the fiber-less mutant (GhMD17). 

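Fiber cells at 2 DPA were set against epidermal cells of the same line and against GhMD17 epidermal cells of the same stage. Against GhMD17, 2121 orthologs were called higher in GhTM-1 fiber and 2532 in Gb3–79 fiber, where simulations without change gave at most 73 and 68. Taking an adjusted p under 0.05 as the limit gave 2166 and 2610. Testing each gene on the libraries of the groups compared alone moved the counts most, to 774 and 1002. In at least 1 of the 2 comparisons, 2251 orthologs were called higher in GhTM-1 and 2913 in Gb3–79. All 4 comparisons called 342 orthologs higher, which was 15.2% of the former and 11.7% of the latter, and no simulation gave more than 1. In 1 line only, 687 orthologs were called for GhTM-1 and 1349 for Gb3–79, without a test of the difference between the lines. Against GhMD17, the calls of Gb3–79 do not separate fiber from the difference in species and genome reference. Of the 743 shared genes in Supplemental Table 4, all met the fold and FPKM criteria of the 4 comparisons and 323 were called in all 4. Of the genes listed as enriched in 1 line in Supplemental Table 3, 212 of 265 for GhTM-1 and 357 of 450 for Gb3–79 were called here in that line only. In GhTM-1 fiber, Gohir.A10G150200 had the largest fitted change against GhMD17, with 1772 and 2693 FPKM against 27.0 and 17.0, a log2 change of 6.60 (standard error 0.28, adjusted p = 5.52e-07). In Gb3–79 fiber it was Gohir.A09G102700, the ortholog listed at 0 in every *G. hirsutum* library, with 1359 and 2346 FPKM (adjusted p = 1.99e-09).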

We identified 1861 and 2046 up-regulated genes in GhTM-1 and Gb3–79 fiber cells, respectively, 743 of which (> 35%) were shared in both, while 265 and 450 were unique to GhTM-1 and Gb3–79, respectively (Fig. 2c, Supplemental Tables 3 and 4). 

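Lower expression in fiber cells than in GhMD17 epidermal cells at 2 DPA was called for 4423 orthologs in GhTM-1 and 4601 in Gb3–79, against at most 62 and 74 in simulations without change. Together with the comparison to epidermal cells of the same line, 4755 orthologs were called lower at least once in GhTM-1 and 5885 in Gb3–79. All 4 comparisons called 1287 lower, or 27.1% and 21.9% of these, against at most 1 in the simulations. Without a minimum FPKM, the number called lower at least once in Gb3–79 rose to 9002. Over the 23335 orthologs with more than 5 FPKM in a group, the median log2 change against GhMD17 was −0.34 for GhTM-1 fiber and −0.29 for Gb3–79 fiber. After each library was rescaled by its median ratio to the mean library, these medians were −0.32 and −0.30. Gohir.A13G095100 ranked first in both lines, listed at 0 in all 4 fiber libraries against 2260 and 667 FPKM in GhMD17 (adjusted p = 0.00565 in GhTM-1 and 0.00482 in Gb3–79). It was also listed at 0 in GhMD17 at 0 DPA. In GhTM-1 epidermal cells at 2 DPA its replicates had 0 and 935 FPKM.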

We also identified 2978 and 4269 down-regulated genes in GhTM-1 and Gb3–79 fiber cells, respectively, and 1626 of which (> 35%) were shared in both (Supplemental Figure 2c, Supplemental Table 4).

To exclude a possibility of the fiberless mutant (MD17) effect, we generated data between GhTM-1 and Gb3–79 in fiber and epidermal samples at 2DPA (Fig. 3 and Supplemental Table 4a). 

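Within lines at 2 DPA, 754 orthologs were called higher in fiber than in epidermal cells in GhTM-1 and 1393 in Gb3–79. Lower in fiber, and so higher in epidermal cells, were 2442 in GhTM-1 and 3608 in Gb3–79. Simulations without change gave at most 111 and 117 calls in GhTM-1 and 114 and 110 in Gb3–79. Adjusted p was under 0.05 for 392 and 1843 orthologs in GhTM-1 and for 1273 and 3377 in Gb3–79. Testing each gene on the 4 libraries of a comparison alone moved the counts most, to 157 higher and 513 lower in GhTM-1 and 362 and 815 in Gb3–79. The median log2 change of orthologs with more than 5 FPKM in a group was −0.16 in GhTM-1 and −0.22 in Gb3–79, and −0.15 and −0.17 after rescaling each library. The first gene higher in GhTM-1 fiber was Gohir.A02G058901, with 91.0 and 1134 FPKM and listed at 0 in epidermal cells (adjusted p = 0.0508). In GhTM-1 epidermal cells at 0 DPA its replicates had 0 and 674 FPKM. The first lower was Gohir.D10G095500, listed at 0 in fiber with an adjusted p of 0.0129, the ortholog that also led the genes higher at 2 DPA. In Gb3–79 fiber the first higher was Gohir.A05G149550, with 19.8 and 63.4 FPKM and listed at 0 in epidermal cells (adjusted p = 0.00136). The first lower was Gohir.A10G091600, listed at 0 in fiber against 3768 and 1719 FPKM (adjusted p = 0.0146). In Gb3–79 epidermal cells at 0 DPA its replicates had 0 and 3988 FPKM.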

A total of 1259 and 1631 genes in fiber cells at 2 DPA were upregulated in GhTM-1 and Gb3–79, respectively (Fig. 3a), while 2764 and 3111 genes in epidermal cells were upregulated in GhTM-1 and Gb3–79, respectively (Fig. 3b). Among them, more upregulated genes were shared between GhTM-1 and Gb3–79 in epidermal layer (2131, > 68.5%) than in fiber (931, > 56.8%), which were consistent with the results including GhMD17 epidermal cells. These differentially expressed genes in the fiber cell tissues were used for further analysis.

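Of the fiber calls, 414 higher and 1611 lower than in epidermal cells were shared by GhTM-1 and Gb3–79. The former were 54.9% of the GhTM-1 calls and 29.7% of the Gb3–79 calls, and the latter 66.0% and 44.7%. Among the 16086 orthologs over the FPKM minimum in both lines, the shared number was 7.39 times that of independent calls for the higher ones and 4.25 times for the lower ones. Simulations without change shared at most 4 in either direction. With an adjusted p under 0.05 in both lines, 238 and 1317 were shared. Higher in fiber in 1 line only were 340 orthologs in GhTM-1 and 979 in Gb3–79, and 831 and 1997 were lower in 1 line only. The difference between the lines was tested as an interaction, which had an adjusted p under 0.05 for 133 orthologs and an unadjusted P under 0.05 for 3706. A pseudocount of 0.1 moved the former most, to 100. From the shared numbers, the paper states that more genes were shared among those higher in the epidermal layer than among those higher in fiber, as in its comparisons with GhMD17.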

**Fig. 3:**
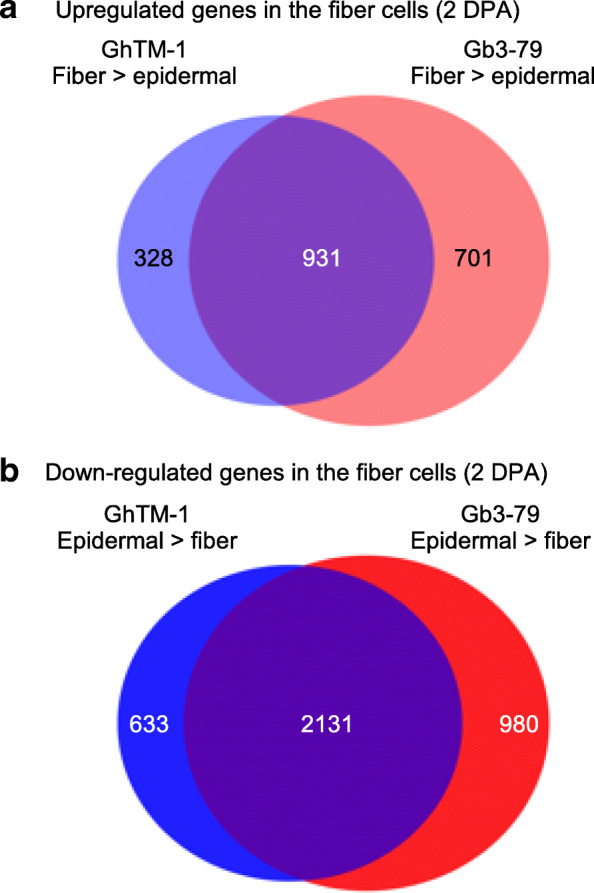
Gene expression divergence between fiber and epidermal cells at 2 DPA. **a** Venn Diagram analysis of upregulated genes in fiber cells at 2 DPA; GhTM-1 fiber > epidermal (light blue) and Gb3–79 fiber > epidermal (pink). **c** Venn Diagram analysis of down-regulated genes in fiber cells at 2 DPA; GhTM-1 epidermal > fiber (blue) and Gb3–79 epidermal > fiber (red)

### Dramatic gene expression changes in early stages of cotton fiber cell development

Gene Ontology (GO) analysis of these differentially expressed genes showed a consistent overrepresentation of translation (ribosome activity), gene expression, and peptide, lipid, and fatty acid metabolic processes in the upregulated genes in fibers (Fig. 4 and Supplemental Table 4b). These results may indicate that ribosome biosynthesis, required for protein synthesis as well as lipid and fatty acid metabolism, were active during fiber cell initiation. Moreover, the upregulated genes between the species were overrepresented in ATP and purine metabolic processes in GhTM-1, and ADP and pyridine (similar structure of pyrimidine) metabolic processes were overrepresented in Gb3–79. ATP is a critical energy resource for fiber growth. In cultured cotton ovules, fibers release ATP as they grow, and when the ectoapyrase activity is blocked by the addition of polyclonal anti-apyrase antibodies or small molecule inhibitors, the medium ATP level rises and fiber growth is suppressed; low concentrations of hydrolyzable nucleotides ATPgammaS/ADPbetaS stimulate fiber growth [43]. Thus, the difference of ATP and ADP metabolic processes between GhTM-1 and Gb3–79 may contribute to longer fibers in Gb3–79.

**Fig. 4:**
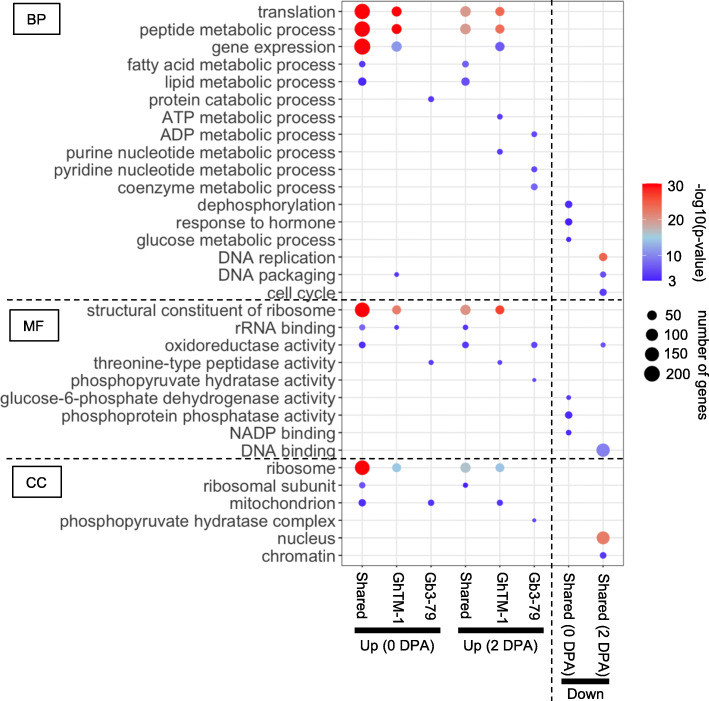
Gene ontology (GO) analysis of upregulated and down-regulated genes in early fiber cells. GO term overrepresentation of upregulated (Up), down-regulated (Down), or shared genes in GhTM-1 and Gb3–79 in early fiber cells at 0 or 2 DPA in Biological Process (BP), Molecular Function (MF), and Cell Components (CC). Color bar and circle size represent log10(significant *p*-value) and number of genes, respectively

Among down-regulated genes in fibers, they were overrepresented in response to hormones and glucose metabolic process at 0 DPA and DNA replication and the cell cycle at 2 DPA. Together, these data may suggest that cell cycle and DNA replication have attenuated in fiber cells, which require active ribosome biosynthesis for translational regulation in fiber cells. Down-regulation of phytohormone-related genes in the fiber cells may suggest upregulation of these genes in ovules to support fiber elongation.

### Pervasive homoeolog expression bias in fiber and epidermal cells

Allotetraploid cottons consist of A and D subgenomes (A and D) with 52,514 orthogroups representing 15,220 pairs of A and D homeologs in *G. hirsutum* and *G. barbadense* (Supplemental Tables 5 and 5a). Among them, ~ 20% of homeolog pairs were differentially expressed (Supplemental Figure 4a), with 10% more D homoeologs (1441-1550) expressed at higher levels (D > A) than the A homoeologs (1250-1402, A > D) in both fiber and epidermal cells (Supplemental Figure 4b,c). These data are consistent with the notion of dramatic gene expression divergence between the homoeologs, despite gene numbers and synteny are conserved between the A and D subgenomes in the allotetraploid cottons [4]. This trend of biased expression is shared by 251 and 81 homoeolog pairs that encode cell cycle regulation genes and ribosomal protein subunit genes, respectively, with expression bias for ~ 20% of homeolog pairs involved in cell cycle regulation and for ~ 15% of homoeologs encoding ribosomal protein subunits (Supplemental Figure 4d). Interestingly, for cell cycle regulation genes, 10% more D than A homoeologs had biased expression, whereas this number of homoeologs with expression bias was increased to 40–50% more in D than in A homoeologs of ribosomal protein subunit genes (Supplemental Figure 4d). This high number of homoeologs with expression bias in the early stages of fiber cells may indicate that deep subfunctionalization of homoeologous genes during active developmental process of fiber cell initiation and elongation.

### Translational regulation in early cotton fiber cell development

During fiber cell development, cell cycle is predicted to attenuate in 20–30% of epidermal cells, and those cells become fiber cell initials. Cell cycle arrest in a cell often leads to active ribosome biosynthesis [44]. This is consistent with developmental process of fiber cell initiation, when the arrest of the cell cycle in the epidermal cells induces active ribosome biosynthesis for fiber cell initiation and elongation.

Arabidopsis has 231 annotated genes for cell cycle regulation, and cotton has a total of 845 putative cell-cycle regulation genes, including 366 involved in G1, 283 in G2, 122 in S, and 74 in M stages (Supplemental Table 6). Approximately 85% of all putative cell-cycle regulation genes were down-regulated in fiber cells (Fig. 5a and Supplemental Figure 5a). Cotton has 681 annotated genes encoding for ribosome protein subunits, consisting of large subunit, RPL and small subunit RPS, respectively (Supplemental Table 6). These multiple putative ribosomal subunit genes (618 genes) are grouped into 121 putative ribosomal proteins. In contrast to down-regulation of cell cycle related genes, approximately 75% of putative ribosomal protein genes were up-regulated, while 8% were down-regulated (Supplemental Figure 5b). Plants have more ribosomal protein genes than animals or yeasts [45], and many of those paralogues are differentially expressed during development and in UV-B responses [46]. For example, in *Arabidopsis RPL16A* and *RPL16B* are expressed in developing pollen and early phase of lateral root initiation [47], a process similar to fiber cell initiation. *AtRPS5A* gene is strongly expressed in dividing cells, whereas *AtRPS5B* expression correlates with cell differentiation rather than cell division [48]. These results suggest that during fiber cell initiation, cell cycle was attenuated, and ribosomal protein biosynthesis is activated and may regulate tissue-specific expression in fiber and epidermal cells.

**Fig. 5:**
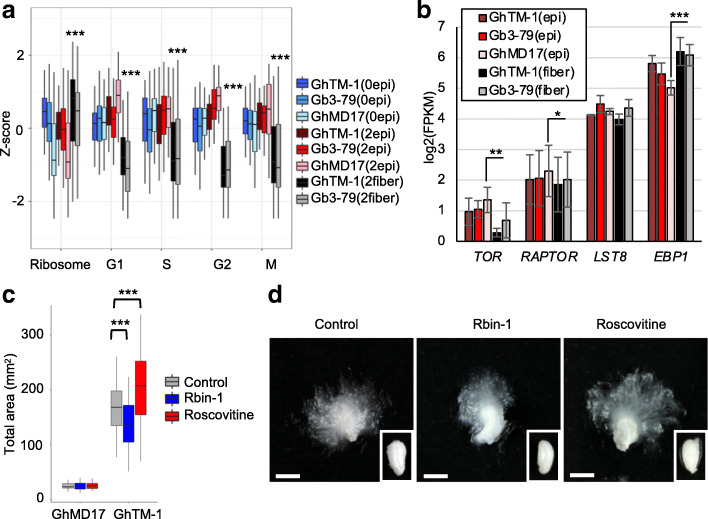
Effects of ribosome biosynthesis and cell cycle inhibitors on fiber cell development. **a** Box plots indicating overall gene expression change (z-score) in ribosome protein subunit genes and cell cycle related genes (G1-M). Box colors indicate samples of epidermal at 0 DPA (blue), epidermal at 2 DPA (red), and fiber at 2 DPA (black) of GhTM-1 (dark colored), Gh3–79 (intermediate colored), and GhMD17 (light colored). Three asterisks indicate a statistical significance level of *P* < 0.001 (Student *t*-test). **b** Bar plots indicate gene expression levels (FPKM) of *TOR*, *RAPTOR*, *LST8*, and *EBP1* in 2 DPA samples. Colors are identical to those in (**a**). One, two, and three asterisks indicate statistical significance levels of *P* < 0.05, < 0.01, and < 0.001, respectively (Student *t*-test). **c** Total area (mm^2^) of ovules of GhTM-1 and GhMD17 incubated in culture for 21 days with control (grey), Rbin-1 (blue), and Roscovitine (red) treatments. Three asterisks indicate a statistical significance level of *P* < 0.001 (Student’s *t* test). **d** Photos of typical ovules with fibers in GhTM-1 and GhMD17 ovules (insets, right bottom) incubated with mock (control, left), Rbin-1 (middle), and Roscovitine (right). Bars = 10 mm

Cell cycle is regulated by Target of Rapamycin Complex1 (TORC1), which consists of three proteins *TARGET OF RAPAMYCIN* (*TOR*), *RAPTOR*, and *LETHAL WITH SEC THIRTEEN PROTEIN 8* (*LST8*) [49, 50]. *ErbB-3 EPIDERMAL GROWTH FACTOR BINDING PROTEIN1* (*EBP1*) is a TOR target. TORC1 is also a key regulator of many other biological processes such as DNA and RNA synthesis and autophagy and is conserved among plants and animals [51]. In cotton, *TOR*, *RAPATOR*, *LST8*, and *EBP1* have multiple members, two homoeolog pairs each for *TOR*, *RAPTOR*, and *EBP1*, and one homoeolog pair for *LST8*. Expression levels among multiple members of each gene were similar and averaged for the analysis (Supplemental Table 7). In fiber cells at 2 DPA, *TOR* was down-regulated in both GhTM-1 and Gb3–79 (Fig. 5b), while *RAPTOR* and *LST8* expression levels were similar to epidermal cells, and *EBP1* was slightly up-regulated. In *Arabidopsis*, *TOR* is expressed in the primary meristem, embryo, and endosperm, but not in differentiated cells [52], while the mutant is embryonically lethal. Notably, Arabidopsis *EBP1,* a homolog of human *EBP1* for ribosomal protein biosynthesis, is required for expression of cell cycle genes and regulates cell proliferation and size in plants [53]. Thus, in fiber cells down-regulation of *TOR* may inhibit the cell cycle, and strong expression of *EBP1* could promote ribosome biosynthesis for fiber cell expansion. Interestingly, both cell cycle regulators *TOR* and *RAPTOR* have been identified as epialleles, which are demethylated in the cultivated cotton species but not in the wild relatives [39].

To further test roles of ribosome biosynthesis and cell cycle regulation in fiber cell development, we used pharmacological assays in cultured GhTM-1 and GhMD17 ovules. Ribozinoindoles (Rbin-1) are potent and reversible triazinoindole-based inhibitors of eukaryotic ribosome biogenesis [54], and Roscovitine is a cyclin-dependent kinase inhibitor for cell cycles [55]. Cotton ovules were isolated from fertilized flowers of GhTM-1 and GhMD17 at 0 DPA and incubated in BT medium for 21 days following a published protocol [43], with or without inhibitors. Inhibiting cell cycle by Roscovitine (2 μg/L) increased total fiber area and length at statistically significant levels, whereas impeding ribosome biosynthesis by Rbin-1 (40 μg/L) reduced the fiber area (Fig. 5c, d), and the ovule size was not affected by either treatment (Fig. 5d). Indeed, chemical inhibitors had no effects on ovule development in the GhMD17 that is fiberless (Fig. 5c left). The altered fiber area could result from increased fiber length, number, or both. To discern this, we further measured the number or density of fiber cell initials after 2 days of each treatment (Supplemental Figure 6). The result showed a similar trend of increasing and reducing fiber cell density by Roscovitine and Rbin-1 treatments, respectively. These results support the hypothesis that cell cycle attenuation and active ribosome biosynthesis promote fiber cell initiation and elongation.

### Dynamic roles of phytohormones and MYB transcription factors in early fiber cells

Phytohormones play important roles in fiber cell development [2, 25], but the temporal regulation of gene expression in early fiber developmental stages is poorly understood. Using LCM, we unexpectedly uncovered genome-wide down-regulation of 43 phytohormone related genes with only a few up-regulated genes in early fiber cells (Fig. 6a and Supplemental Table 8). This is probably because most genes are upregulated in the epidermal layer cells that support fiber cells. Abscisic acid (ABA) is known to inhibit fiber cell initiation and elongation [56]. ABA in ovules at 0 DPA accumulates at much higher levels in the *Ligon-lintless 1* mutant than in the wild type [57]. This is consistent with the down-regulation of key regulators in the ABA pathway (Fig. 6a), including phosphate type-2C *HAB1* (a homeolog of *ABA INSENSITIVE 1*, *ABI1*; and *ABI2*) [58] and ABA receptor gene *PYRABACTIN RESISTANCE-LIKE PROTEIN 9* (*PYL9*) (known to interact with *ABI1* and *ABI2*) [59]. Down-regulation of the ABA regulator and receptor genes may promote fiber cell initiation and elongation.

**Fig. 6:**
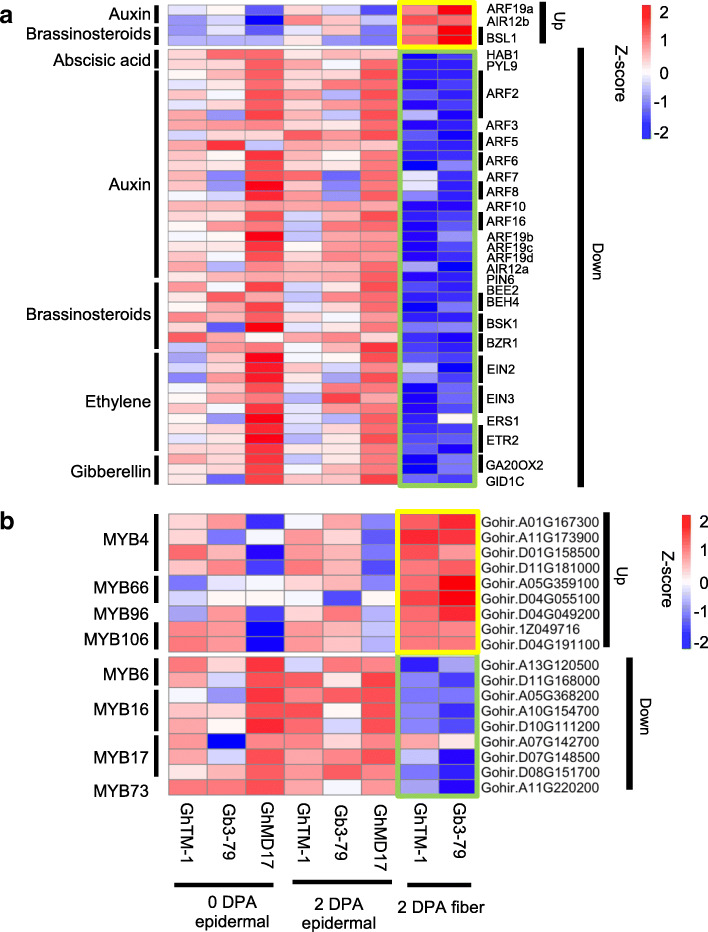
Differential expression of the genes encoding phytohormone pathways and MYB transcription factors. **a** Heatmap showing phytohormone related genes that are upregulated (top) and down-regulated (bottom) during ovule and fiber development with epidermal at 0 DPA (left), epidermal at 2 DPA (middle), and fiber at 2 DPA (right) in GhTM-1, Gh3–79, and GhMD17. Names of *G. hirsutum* phytohormone related genes (right) are predicted based on Arabidopsis homologs. Box colors represent up-regulation (yellow) and down-regulation (green) of genes in early fiber cells. **b** Heatmap showing MYB transcription factor related genes that are upregulated (top) and down-regulated (bottom) during ovule and fiber development with epidermal at 0 DPA (left), epidermal 2 at DPA (middle), and fiber 2 at DPA (right) in GhTM-1, Gh3–79, and GhMD17. Box colors represent upregulation (yellow) and down-regulation (green) of genes in early fiber cells

Gibberellins promote fiber cell elongation and increase ABA and auxin levels during fiber development to enhance fiber quality (strength) [60]. Over-expression of gibberellin biosynthesis gene *GIBBERELLIN 20-OXIDASE1* (*GA20OX1*) leads to more and longer fibers [61], while their homeologs *GA20OX2* and *GA20OX3* are largely expressed in the ovule. Consistently, *GA20OX2* was upregulated in the ovule and down-regulated in fibers (Fig. 6a).

Ethylene regulates fruit ripening and inhibits vegetative growth [62, 63], and is reported to promote fiber elongation in cotton, which is mediated by very-long-chain fatty acid signaling pathway [29]. However, the mechanism for ethylene in fiber initiation remains unclear. We found down-regulating of the ethylene signaling pathway genes like *ETHYLENE INSENSITIVE 2* (*EIN2*) and *EIN3* in fibers, which may suggest a negative role for ethylene in fiber cell initiation (Fig. 6a).

Auxin promotes fiber initiation and accumulates in ovules prior to fertilization [10]. Auxin is transported from ovule to fiber cells during fiber cell development [26]. Consistent with this notion, most genes encoding AUXIN RESPONSE FACTORs (ARFs) and PIN-FORMED6 (PIN6), a key auxin transporter, were upregulated in the ovules and down-regulated in early fiber cells (Fig. 6a). This is reminiscent of the finding that *ARF2*, *ARF18* and *PIN6* were expressed in ovules in the fiber initiation stage [60]. 

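The 20 *ARF* genes drawn in Supplemental Figure 7 were followed at 2 DPA. The mean of log2(FPKM + 1) over the list was 2.42 ± 0.09 (SD, n = 4 libraries) in fiber and 3.49 ± 0.12 (SD, n = 4) in wild-type epidermal cells, a difference of −1.07. Every fiber library had a lower mean than every epidermal library (exact two-sided permutation test over 70 regroupings, p = 0.0286, the smallest that 4 libraries against 4 allow, and the same after adjustment over the 3 gene lists tested). The regroupings mixed libraries of both lines, which differ in species and genome reference. Regrouping within each line was not run and has fewer arrangements, so its smallest p is larger. A pseudocount of 0.1 moved the difference most, to −1.28. In each line, 19 of the 20 genes were lower in fiber and 1, *ARF19a*, was higher, and these directions were the same after rescaling the libraries and with a pseudocount of 0.1. Unadjusted P was under 0.01 for 15 lower genes in GhTM-1, and for 15 lower genes and *ARF19a* in Gb3–79. Over all genes, adjusted p was under 0.05 for 14 lower genes in GhTM-1 and for 15 lower genes and 1 higher gene in Gb3–79. Adjusted over the list alone, it was under 0.05 for 18 lower genes in GhTM-1 and for 16 lower and 1 higher in Gb3–79. Tested as a set with fry, the list was lower in fiber with an adjusted p of 3.02e-05 in GhTM-1 and 3.74e-05 in Gb3–79 over the 6 set tests made. The paper chose the list on these samples, so the directions, the counts of genes, the permutation test and the set tests are not independent evidence. In GhTM-1 the largest decrease was that of *ARF5* Gohir.D01G099100, a log2 change of −1.90 (standard error 0.39, adjusted p = 0.0175). In Gb3–79 it was that of *ARF16* Gohir.D10G213600, with 7.82 and 8.93 FPKM in fiber against 41.1 and 38.1 in epidermal cells, a log2 change of −2.12 (standard error 0.25, adjusted p = 4.79e-04). The smallest in GhTM-1 was that of *ARF8* Gohir.A12G052900, whose log2 change of −0.50 (standard error 0.39, adjusted p = 0.538) became 0.06 without replicate 2 of the fiber cells. *PIN6* was not analysed here.

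**Figure D1:**
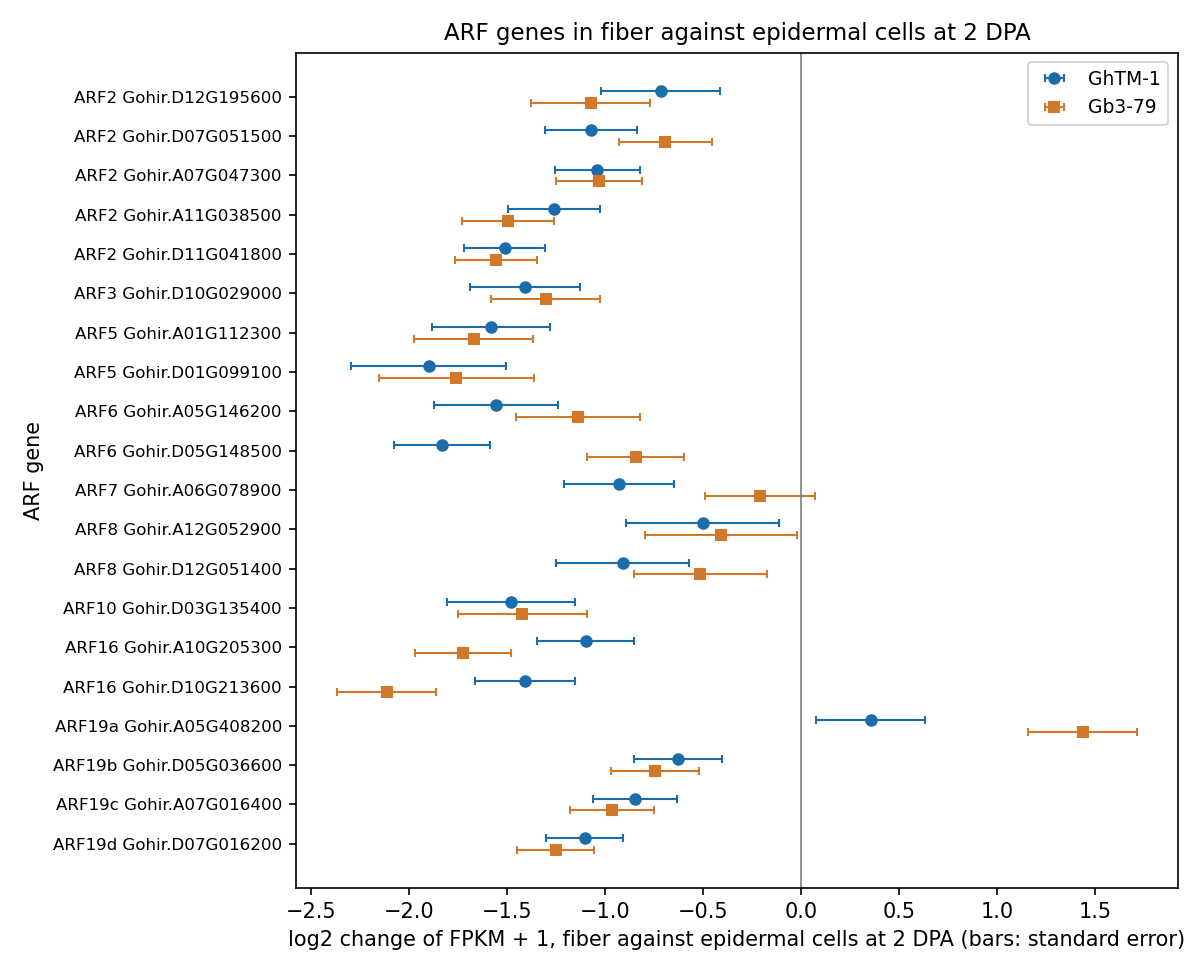
Log2 change of FPKM + 1 in fiber against epidermal cells at 2 DPA (horizontal axis) for the 20 *ARF* genes of Supplemental Figure 7 (vertical axis) in GhTM-1 (circles) and Gb3–79 (squares), with bars for the standard error from the fit to all libraries. In each line 19 genes lie left of 0 and *ARF19a* lies right of it.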

Interestingly, although the majority of among *ARF* gene family members are upregulated in the ovules, a few such as *ARF19a* and *ARF19b* homoeolog pair, showed opposite expression patterns in the fiber cells (Supplemental Figure 7), suggesting functional divergence between homoeologs for fiber cell development in polyploid cotton.

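*ARF19a* is Gohir.A05G408200 of the A subgenome and *ARF19b* is Gohir.D05G036600 of the D subgenome. In Gb3–79 at 2 DPA, *ARF19a* had 27.4 and 29.1 FPKM in fiber against 10.2 and 9.43 in epidermal cells, a log2 change of 1.44 (standard error 0.28, adjusted p = 0.00643). In GhTM-1 it had 13.8 and 18.7 FPKM against 11.0 and 13.8, a log2 change of 0.35 (standard error 0.28, adjusted p = 0.550). The change was smaller in GhTM-1 by a log2 difference of −1.08 (standard error 0.39), with an adjusted p of 0.430 for the difference between the lines. *ARF19b* fell by 0.63 on the log2 scale in GhTM-1 fiber (standard error 0.22, adjusted p = 0.126) and by 0.75 in Gb3–79 fiber (standard error 0.22, adjusted p = 0.0462). The difference between *ARF19a* and *ARF19b* in log2(FPKM + 1) was 2.80 ± 0.28 (SD, n = 4 libraries) in fiber and 1.22 ± 0.53 (SD, n = 4) in epidermal cells. The shift of 1.58 was present in both lines, 0.98 in GhTM-1 and 2.18 in Gb3–79 (exact two-sided permutation test, p = 0.0286, the lowest with the lines mixed, and unchanged by adjustment over the 3 gene pairs tested). This test was chosen after the values of the genes were seen. From the opposite patterns in fiber cells, the paper proposes functional divergence between homoeologs in polyploid cotton.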

Brassinosteroids promote both fiber cell initiation and elongation [28, 64]. A key regulator of brassinosteroid signaling, *BRASSINAZOLE-RESISTANT 1* (*BZR1*), induces cotton fiber development [65]. *BSU1* is a dominant suppressor of *BRI1* and is expressed in elongating cells in Arabidopsis [66]. In cotton fiber cells, *BSU1* was upregulated, whereas *BZR1* and its semidominant suppressor gene (*BES1*) [67] were down-regulated (Fig. 6a), suggesting a role for brassinosteroids in fiber cell initiation.

In addition to phytohormones, MYB transcription factors regulate fiber cell development in seeds and trichome development in leaves [37, 38, 68]. Among 18 MYB transcription factor genes examined, nine were upregulated, and the other nine were down-regulated in early fiber cells (Fig. 6b and Supplemental Table 8). 

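The 18 genes of Fig. 6b were taken as the 9 drawn as higher and the 9 drawn as lower in fiber, lists that the paper chose on these samples. Over the first 9, the mean of log2(FPKM + 1) at 2 DPA was 4.76 ± 0.12 (SD, n = 4 libraries) in fiber and 3.74 ± 0.17 (SD, n = 4) in wild-type epidermal cells, a difference of 1.01 (exact two-sided permutation test, p = 0.0286, the lowest with the lines mixed). Over the other 9 it was 1.60 ± 0.24 (SD, n = 4) in fiber and 3.11 ± 0.28 (SD, n = 4) in epidermal cells, a difference of −1.51 (exact two-sided permutation test, p = 0.0286, again the lowest with the lines mixed). A pseudocount of 0.1 moved these differences most, to 1.13 and −2.15. In both lines all 9 genes of the first list were higher and all 9 of the second lower in fiber, also after rescaling the libraries or with a pseudocount of 0.1. The smallest of these changes was that of *MYB17* Gohir.A07G142700 in Gb3–79, a log2 change of −0.05 (standard error 0.31). This gene had 0.059 and 0.054 FPKM in Gb3–79 epidermal cells against 0 and 0.036 in fiber, too low to settle its direction. Unadjusted P was under 0.01 for 3 of the first list in GhTM-1 and 4 in Gb3–79, and for 6 and 7 of the second. Over all genes, adjusted p was under 0.05 for 1 and 4 genes of the first list and for 5 and 7 of the second. Adjusted over the list alone, these counts were 5 and 8 for the first and 8 and 7 for the second. As sets, fry gave the first list as higher with adjusted p of 8.11e-04 in GhTM-1 and 6.89e-05 in Gb3–79, and the second as lower with 2.81e-05 and 3.02e-05. Because of how the lists were chosen, the directions, counts, permutation tests and set tests are not independent evidence.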

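Among the 9 *MYB* genes drawn as higher in Fig. 6b are 4 homologs of *MYB4*, a pair of homologs each of *MYB66* and *MYB106*, and 1 of *MYB96*. The *MYB66* homologs, which Supplemental Figure 8 places with *GhMYB109*, had log2 changes in fiber against epidermal cells of 0.76 and 1.42 in GhTM-1 (adjusted p = 0.240 and 0.143) and of 1.62 and 2.66 in Gb3–79 (adjusted p = 0.0105 and 0.00709), for Gohir.A05G359100 and Gohir.D04G055100 in turn. *MYB96* Gohir.D04G049200 changed by 1.05 in GhTM-1 (standard error 0.39, adjusted p = 0.147) and 0.92 in Gb3–79 (standard error 0.39, adjusted p = 0.153). Of the *MYB4* homologs, Gohir.A01G167300 changed by 1.17 in GhTM-1 (standard error 0.35, adjusted p = 0.0743) and 0.99 in Gb3–79 (standard error 0.35, adjusted p = 0.0882). The smallest change was that of Gohir.D11G181000 in GhTM-1, at 0.10 (standard error 0.31, adjusted p = 0.998). Its sign was not settled by the replicates, since it was −0.28 without replicate 2 of the epidermal cells and −0.12 without replicate 1 of the fiber cells. In Gb3–79 the same gene changed by 0.80 (standard error 0.31, adjusted p = 0.118). For none of these genes was the adjusted p of the difference between the lines under 0.05, and unadjusted P was under 0.05 for none either.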

The upregulated genes included *GhMYB25*, *GhMYB109*, and cotton homologs of Arabidopsis *MYB4*, *MYB66*, *MYB96*, and *MYB106* (Supplemental Table 8). 

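*MYB106*, named *GhMYB25* in cotton, is represented by Gohir.1Z049716 and Gohir.D04G191100. The first had 196 and 199 FPKM in GhTM-1 fiber against 116 and 115 in epidermal cells at 2 DPA, a log2 change of 0.77 (standard error 0.15, adjusted p = 0.0124), and a log2 change of 1.10 in Gb3–79 (standard error 0.15, adjusted p = 9.40e-04). The second had 281 and 260 FPKM against 157 and 154 in GhTM-1, a log2 change of 0.79 (standard error 0.25, adjusted p = 0.0894), and a log2 change of 1.40 in Gb3–79 (standard error 0.25, adjusted p = 0.00452). Of the *MYB16* homologs, Gohir.A05G368200 had a log2 change of −1.64 in GhTM-1 (adjusted p = 0.00268) and −1.94 in Gb3–79 (adjusted p = 4.42e-04). Gohir.A10G154700 had one of −2.41 (adjusted p = 6.46e-04) and −1.55 (adjusted p = 0.00316). The third, Gohir.D10G111200, had one of −1.60 and −0.82, with adjusted p of 0.10 and 0.358. The mean of the *MYB106* genes less that of the *MYB16* genes, in log2(FPKM + 1), was 5.88 ± 0.26 (SD, n = 4 libraries) in fiber and 3.21 ± 0.18 (SD, n = 4) in wild-type epidermal cells. This shift of 2.67, tested after the values were seen, had the lowest p that regroupings with the lines mixed allow (exact two-sided permutation test, p = 0.0286).

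**Figure D2:**
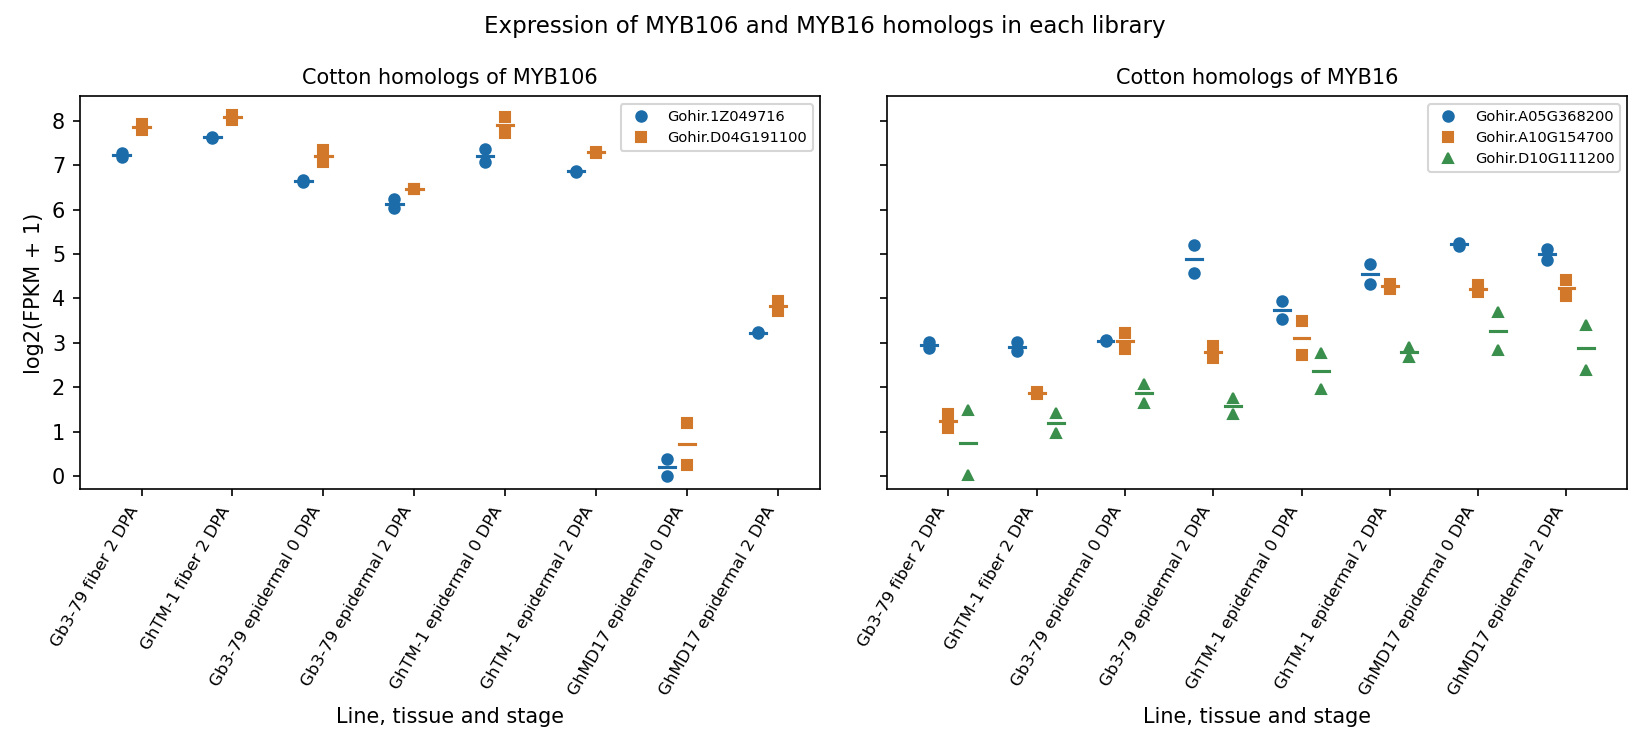
Log2(FPKM + 1) (vertical axis) of the *MYB106* homologs (left) and the *MYB16* homologs (right) in each library, by line, tissue and stage (horizontal axis). Points are single libraries and short lines the mean of the 2 replicates of a group. Both *MYB106* genes lie higher in fiber than in epidermal cells at 2 DPA in both lines, and the means of the 3 *MYB16* genes lie lower.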

Notably, cotton homologs of *MYB106* (*GhMYB25* in cotton) were up-regulated, while cotton *MYB16* homologs were down-regulated in fibers (Fig. 6b), while Arabidopsis *MYB16* and *MYB106* are in the same clade (Supplemental Figure 8). Similarly, cotton *MYB4* was upregulated, and *MYB6* was down-regulated in early fiber cells (Fig. 6b and Supplemental Figure 8), but they are closed related MYB genes. These results may suggest functional divergence between closely related homologous genes during fiber cell development.

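*MYB6* is represented by Gohir.D11G168000 and Gohir.A13G120500. The first had a log2 change in fiber against epidermal cells at 2 DPA of −1.31 in GhTM-1 (standard error 0.23, adjusted p = 0.00776) and −1.03 in Gb3–79 (standard error 0.23, adjusted p = 0.0124). The second changed by −0.83 in GhTM-1 (standard error 0.46, adjusted p = 0.341) and by −1.59 in Gb3–79 (standard error 0.46, adjusted p = 0.0389). The mean of the 4 *MYB4* genes less that of the *MYB6* genes was 1.88 ± 0.32 (SD, n = 4 libraries) in fiber and −0.03 ± 0.32 (SD, n = 4) in wild-type epidermal cells on the scale of log2(FPKM + 1). The shift between tissues of 1.91 was also tested only after the values were seen (exact two-sided permutation test, p = 0.0286, the lowest with the lines mixed). It was 1.73 in GhTM-1 and 2.09 in Gb3–79. From the opposite changes of related *MYB* genes, the paper proposes functional divergence between closely related homologous genes during fiber cell development.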

## Discussion

In this study, we used LCM to successfully dissect fiber and epidermal cells from the cotton ovules during fiber cell initiation and investigated gene expression changes between fiber cell initials and epidermal layer cells. Our data support a new model of fiber cell initiation and elongation, involving regulation of cell cycle and ribosome biosynthesis activities, as well as phytohormones and MYB transcription factors (Fig. 7).

**Fig. 7:**
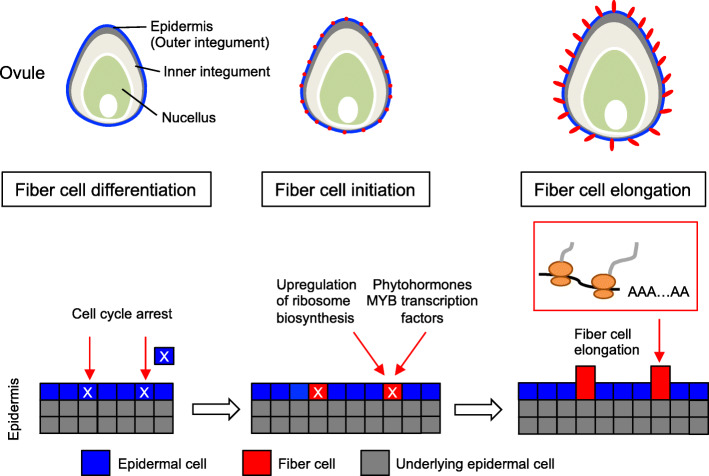
A model of cotton fiber cell initiation and elongation. Fiber cell differentiation (left): Cell cycle arrest occurs in a subset of epidermal cells that are differentiating into fiber cells (blue boxes marked by X). Fiber cell initiation (middle): Upregulation of putative ribosomal protein subunit genes induces ribosome biosynthesis in early fiber cells (red boxes marked by X). Fiber cell elongation (right): Increased ribosome activities may promote translation for fiber cell elongation (red elongated boxes). Developing ovules corresponding to developmental stages (from left, middle, to right) are shown above corresponding stages

Fiber cells are initiated in 20–30% of epidermal cells at or prior to 0 DPA and before fertilization. Fiber cell initials differentiate from epidermal layer cells and involve a rapid and dramatic transition from actively dividing ovular cells to elongation of new singular fiber cells. At the cellular and molecular levels, cell cycle is predicted to arrest and coupled with active biosynthesis of ribosome for translational activities including protein synthesis. This rapid process of cell differentiation is similar to the origin of human tumor cells, where cell cycle arrest and ribosome biosynthesis are intrinsically correlated [23, 24]. The tumor suppressor p53 has been shown to induce cell-cycle arrest in response to active ribosome biogenesis for rapid cell growth [23], and the transition associated with development and tumor metastasis is accelerated by upregulation of ribosome biogenesis during G1/S arrest [24]. By this analogy, although the cause and consequence are unknown, some unknown factor(s) may trigger cell cycle arrest in pre-fiber cells to induce active ribosome biosynthesis to prepare for rapid cell initiation and elongation. Considering that each fiber cell does not divide, abundant ribosomes may promote translational regulation and protein synthesis, leading to rapid fiber cell elongation.

The TOR signaling pathway integrates nutrient, hormone, growth factor and environmental inputs to control cell cycle, proliferation, metabolism, and growth in diverse organisms, including plants [51]. Loss of *TOR* function results in cell cycle arrest in G1 phase in human and yeast [69], which is consistent with the observation that cotton fibers cells are arrested at G1 stage [14, 70]. We found in early stages of fiber cells, *TOR* expression is downregulated (Fig. 5), which may induce ribosome biosynthesis and translation rate through the TOR signaling pathway [49]. Moreover, *EBP1* is upregulated in the cotton fiber cells, which can positively regulate ribosome biosynthesis as part of the TOR signaling pathway and auxin regulation in plants [53]. It is likely that the TOR signaling pathway may regulate cell cycle and ribosome biosynthesis in the ovule epidermis for fiber cell initiation as well as elongation in early fiber cells.

Phytohormones are essential for fiber cell initiation and development [2, 25, 56]. While some phytohormones such as ABA and cytokinin have a negative role in fiber cell development, many others such as auxin, gibberellins, and brassinosteroids positively regulate fiber cell initiation and development. It is unexpected to find genome-wide down-regulation of phytohormone related genes such as *ARFs*, *PIN6*, *BRZ1*, *EIN2*, *EIN3*, and *GA20OX2* in early fiber cells. This result may suggest an important role for spatial and temporal action of phytohormones in fiber cell development, which is revealed by the LCM approach in this study. Many phytohormone related genes such as *ARFs* and *PIN6* are strongly expressed in epidermal layer cells [60] (Fig. 6). Auxin may actively accumulate in the ovules and is transported into young fiber cells, reflecting a spatial and temporal role of auxin in fiber cell initiation. Indeed, expression of cotton *ARF2:GU*S in Arabidopsis is localized in the trichome base but not in the body or tip [71], consistent with its spatial and temporal role in leaf trichome development as in cotton fiber cell initiation. Alternatively, there may be crosstalk between phytohormone pathways and other factors such as cell cycle regulation and ribosome biosynthesis to regulate fiber cell development. For examples, inhibiting TOR signaling pathway decreases ABA synthesis [72], and auxin activates TOR signaling pathway and promotes translational regulation [73] and some other associated pathways [74].

MYB transcription factors are required for the development of leaf trichomes as well as seed hair or fiber cells [33–36]. Cotton has two major groups of MYB transcription factor genes, one expressed in trichomes or leaves and another largely in ovules and fiber cells [38]. Up and down-regulation of MYB transcription factor related genes may reflect different roles of these genes in trichome and fiber cell development in cotton. In Arabidopsis, *MYB16* and *MYB106* (*GhMYB25* in cotton) are closely related genes that promote cuticle formation in the epidermal cells including trichomes [75] and promote both trichome branching and expansion [76], while the cotton homolog GhMyb25 regulates cotton fiber cell development [19]. Thus, upregulation of *MYB106* and down-regulation of *MYB16* in early fiber cells may reflect their functional divergence in trichome and fiber cell development. This expression divergence between closely related homoeologs is common to many other genes including those in phytohormone, cell cycle, and ribosome biosynthesis pathways. The mechanism for this expression divergence may involve small RNAs including siRNAs and miRNAs, DNA methylation, and other epigenetic modifications [20–22, 34].

Finally, the genes involved in photoperiodic flowering and cell cycle regulation such as *TOR* and *RAPTOR* are reported to be epialleles, which are demethylated and highly expressed in the cultivated cotton species but not in the wild relatives [39]. This result underscores important role for epigenetic regulation in selection and domestication of agronomic traits including fiber cell development, possibly fiber yield and quality. Our study has provided valuable genomic resources and new insight into roles of cell cycle regulation, ribosome biosynthesis, and spatial-temporal action of phytohormones and MYB transcription factors in early stages of fiber cell development. Understanding this complex regulation during fiber cell initiation and elongation may help us develop new breeding and biotechnological tools to improve cotton fiber yield and quality.

## Methods

### Plant materials

Two cultivated species GhTM-1 (*G. hirsutum*) and Gb3–79 (*G. barbadense*), and the fiber-less mutant GhMD17 (*G. hirsutum* background) were grown in soil in a greenhouse under natural sun light at The University of Texas at Austin. Flowers of cotton were tagged on the day of (post) anthesis (0 DPA) and collected at 1–3 pm to minimize diurnal effects. Immediately after flower collection, ovules were manually dissected from flowers under a dissection microscope. Flowers were collected in March 2016 for LCM RNA-seq analysis and in August 2018 for ovule culture assays. Unless noted otherwise, three biological replicates were used for each analysis.

### Image analysis of cotton ovules and fiber cells

Cotton ovules were fixed with FAA solution (3.7% formaldehyde, 5% acetic acid, and 50% ethanol). They were then processed using an ethanol dilution series (50,70, 90, 95, and 100%), followed by an xylene:ethanol series (1:3, 1:1, 3:1, and 1:0), and finally multiple changes in a paraffin solution to embed siliques. Paraffin-embedded tissues were sectioned at 7 μm by microtome and mounted on glass side. Slides were deparaffinized using a brief xylene bath. Photos of ovules were taken using a light microscope ECLIPSE Ni (Nikon, Tokyo, Japan) and processed with ImageJ (https://imagej.nih.gov/ij/).

### Laser-capture microdissection (LCM) and mRNA-seq library preparation

Ovules were collected from flowers at 0 and 2 DPA from GhTM-1, Gb3–79, and GhMD17, each with two biological replicates due to the laborious process, as performed in other studies using microarrays [77] and RNA-seq [78]. Tissue fixation was performed as described in [79]. Briefly, cotton ovaries were cut using a razor, and individual ovules were removed using forceps, fixed in a solution containing 75% ethanol and 25% acetic acid under vacuum for 15 min, and incubated at 4 °C for overnight. The samples transferred into fresh 75% ethanol and 25% acetic acid for 15 min on ice and microwaved at 250 W for 15 min using a PELCO BioWave (TED PELLA Inc., Redding, CA); the process was repeated three times each with a new solution. The samples were then dehydrated by ethanol series (70, 80, 90, 100, and 100%) with microwaving at 58 °C, 300 W, for 1.5 min at each step. Samples were then transferred to butanol in two steps (50%:50% ethanol:butanol followed by 100% butanol, each time microwaved at 58 °C, 300 W, for 1.5 min. Finally, samples were transferred into molten paraffin (50%:50% butanol:melted paraffin, then 100% molten paraffin, with microwaving at 58 °C, 250 W, for 10 min for each step). Molten paraffin was changed four times, with the sample vials immersed in a hot water bath, and microwaved at 58 °C, 250 W, for 30 min after each change. Finally, the samples were embedded in paraffin tissue blocks. Paraffin-embedded tissues were sectioned by a microtome (at 7 μm) and mounted on a pen-foil slide (ZEISS, Oberkochen, Germany). Fiber and epidermal cells were isolated and collected using Zeiss PALM Laser Microdissection with AdhesiveCap 500 (ZEISS, Oberkochen, Germany). The LCM fiber and epidermal tissues were subject to RNA extraction by RNA Aqueous Micro Total RNA Isolation Kit (Thermo Fisher Scientific, Waltham, MA), following the manufacturer’s protocol. The total RNA was treated with DNase treatment and qualified by a Bioanalyzer (Agilent, Santa Clara, CA) with RNA Integrity Number (RIN) > 6. An aliquot of total RNA (~ 100 ng) was used for RNA-seq library construction using the NEB Next Ultra RNA Library Prep Kit (New England Biolabs, Ipswich, MA). mRNA-seq libraries were sequenced by paired-end reads (150 bp) using an Illumina HiSeq 2500 (Illumina, San Diego, CA).

### mRNA-seq data analysis of LCM samples

LCM mRNA-seq reads were mapped to *G. hirsutum* TM-1 genome v2.0 (GhTM-1 and GhMD17) and *G. barbadense* genome V1.0 (Gb3–79) whole genome [4] using Tophat 2.1.1 [80]. Uniquely mapped reads were extracted and analyzed by Cufflinks 2.2.1 [81] to determine gene expression levels using Fragments Per Kilobase Million (FPKM). Ortholog tables can be downloaded from Phytozome (https://genome.jgi.doe.gov/portal/pages/dynamicOrganismDownload.jsf?organism=Ghirsutum with the file name: /Ghirsutum/v2.1/orthology/Ghirsutum/inparanoid_Ghirsutum_527_v2.1.tar.gz/inParanoid_Ghirsutum_527_v2.1_Gbarbadense_526_v1.1.) (Supplemental Table 5a). Orthologs of *G. hirsutum* and *G. barbadense* (52,514 genes) expressed in these samples were used for further analysis. Values from two biological replicates were averaged to determine differentially expressed genes (DEGs) using the criteria of > 5 FPKM, ANOVA (*P* < 0.01), and fold changes > 1.5 (wild type epidermal vs. mutant epidermal; fiber vs. wild type epidermal) or > 2 (fiber vs. mutant epidermal).

Principal component analysis (PCA) was performed using log2-transformed gene expression values with singular value decomposition via the prcomp function in R (https://www.r-project.org).

Averaged gene expression values from two biological replicates were used for correlation coefficiency analysis. Pearsons’s correlation coefficients were determined using the *cor* function in R (https://www.r-project.org).

Gene Ontology (GO) analysis for upregulated and down-regulated genes was performed using the Bioconductor package topGO (https://bioconductor.org/packages/release/bioc/html/topGO.html) to identify overrepresented GO terms with statistical significance (*P* < 0.0001).

Expression values of all 15,220 homoeolog pairs were divided into seven groups as previously described [4]: no expression (FPKM = 0 in both A and D), A = D (FPKM > 1 in both A and D, A < 2xD and D < 2xA), low expression (FPKM< 1 in both A and D), D = 0 (A FPKM> 1 and D = 0), A = 0 (D FPKM> 1 and A = 0), D > A (D is FPKM> 1 and D > 2xA), and A > D (A is FPKM> 1 and A > 2xD).

For phylogenetic analysis, protein sequences were obtained from Phyotozome using BIOMART, aligned using Clustal Omega [82] at EMBL-EBI (https://www.ebi.ac.uk/Tools/msa/clustalo/); the alignments were trimmed, and a neighbor-joining trees generated using JalView (http://www.jalview.org). Trees were visualized using Bioconductor package ggtree [83].

### Ovule culture

Ovules were collected from fertilized flowers at 0 DPA of GhTM-1 and GhMD17. Ovule culture was conducted using a modified protocol as previously described [43]. Briefly, ovaries were isolated from flowers and surface sterilized in 100% ethanol for 15 min, and further dissected to expose the ovules. Individual ovules were collected and floated in BT medium [56] with or without 40 μg/L Rbin-1 (Axon Medchem, Groningen, Netherlands) [54] or 2 μg/L Roscovitine (#R7772-1MG, MilliporeSigma, Burlington, MA) [55] under dark conditions at 28 °C. For fiber initialization density counts, after 2 days, cultured ovules were briefly dried on a laboratory wipe before being gently placed on a microscope slide covered a UV curable adhesive (All-Ways Adhesives, Bensenville, IL). These slides were exposed to a hand-held UV torch for 30 s to set the adhesive before removing the ovules, and the resulting impressions were imaged via stereomicroscope SMZ1500 (Nikon, Tokyo, Japan). Fiber density was calculated by defining a region of interest in ImageJ, measuring the area and counting the fiber cell impressions.

For area measurements, cultured ovules were incubated for 21 days and then transferred to a glass plate where a stream of distilled water from a lab wash bottle was used to gently splay fibers. Excess water was then removed using laboratory wipes, and photos were taken. Total fiber and ovule areas were calculated and analyzed using ImageJ (https://imagej.nih.gov/ij/).

## Supplementary Information

**Additional file 1: Supplemental Figure 1.** Images of Laser Capture Microdissection (LCM) and RNA quality in LCM samples. **a** Isolation of fiber and epidermal cell tissues by Laser Capture Microdissection (LCM) method. Top represents epidermal cell isolation from ovules at 0 DPA in GhTM-1 and Gb3–79, and GhMD17. Bottom shows separation of fiber and epidermal cell layers from ovules at 2 DPA in GhTM-1 and Gb3–79. Bar represents 150 μm. **b** Line plots showing RNA size (x-axis) and quantity (y-axis) measured by Bioanalyzer with RIN number in GhTM-1 epidermal cells (0 DPA) (left) and GhTM-1 fiber cells (2 DPA) (right). Two ribosomal RNA peaks are clearly visible. **Supplemental Figure 2.** Gene expression correlation between GhTM-1, Gb3–79, and GhMD17 and down-regulated genes in early fiber cells. **a** Pearson’s correlation coefficients of LCM RNA-seq samples averaged between 2 replicates. Hierarchical clustering was based on geometric distance. **b** Venn diagram analysis of down-regulated genes in early fiber cells at 0 DPA; GhMD17 > GhTM-1 (blue) and GhMD17 > Gb3–79 (red). Shared down-regulated genes in fibers at 0 DPA (white) between comparisons are shown in dashed box. **c** Venn diagram analysis of down-regulated genes in early fiber cells at 2 DPA; GhTM-1(epi > fiber) (blue), Gh3–79 (epi > fiber) (red), GhMD17(epi) > GhTM-1(fiber) (yellow), and GhMD17(epi) > Gb3–79(fiber) (green). Shared down-regulated genes in early fiber cells at 2 DPA (white) between comparisons are shown in dashed box. **Supplemental Figure 3.** Gene expression divergence between GhTM-1 and Gb3–79 in epidermal cells at 0 and 2 DPA. **a** Venn Diagram analysis of upregulated genes in epidermal cells at 0 DPA; GhTM-1 0epi > 2epi (light blue) and Gb3–79 0epi > 2epi (pink). **b** Venn Diagram analysis of upregulated genes in epidermal cells at 2 DPA; GhTM-1 2epi > 0epi (blue) and Gb3–79 2epi > 0epi (red). **Supplemental Figure 4.** Biased expression of A and D homoeologs in GhTM-1 and Gb3–79. **a** Number of A and D homoeologs (pairs), showing no expression (orange), A = D (red), low expression (FPKM< 1) (yellow), D = 0 (A FPKM> 1) (light green), A = 0 (D FPKM> 1) (green), D > A (D FPKM> 1 and D > 2xA) (blue), and A > D (A FPKM> 1 and A > 2xD) (light blue). **b** Number of A and D homoeologs (pairs), showing D = 0 (A FPKM> 1) (light green), A = 0 (D FPKM> 1) (green), D > A (D FPKM> 1 and D > 2xA) (blue), and A > D (A FPKM> 1 and A > 2xD) (light blue). **c** Number of A and D homoeologs with biased expression, either A-homoeologs highly expressed (red) or D-homoeologs highly expressed (blue). **d** Percentage of A and D homoeologs (pairs) with biased expression involved in cell cycle regulation (251 homeolog pairs) and ribosomal protein biosynthesis (81 homeolog pairs) between epidermal (0 and 2 DPA) and fiber cells. Colors represent A homoeologs (cell cycle, red; ribosome, pink) and D homoeologs (cell cycle, blue; ribosome, light blue). **Supplemental Figure 5.** Clustering analysis of expressed genes encoding cell cycle regulators and ribosomal protein subunits. **a** Expression clustering of cell cycle related genes in 0 DPA epidermal (left), 2 DPA epidermal (middle), 2 DPA fiber (right) of GhTM-1, Gb3–79, and GhMD17. Upregulation (yellow box) and down-regulation (green box) of genes in early fiber cells are indicated. **b** Expression clustering of putative ribosome protein subunit genes in 0 DPA epidermal (left), 2 DPA epidermal (middle), 2 DPA fiber (right) of GhTM-1, Gb3–79, and GhMD17. Upregulation (yellow box) and down-regulation (green box) in early fiber cells are indicated. **Supplemental Figure 6.** Analysis of fiber cell numbers in cultured ovules. **a** Number of fiber cells per 1 mm^2^ on ovule surface of GhTM-1 incubated in culture for 2 days with control (grey), Rbin-1 (blue), and Roscovitine (red) treatments. Two asterisks indicate a statistical significance level of *P* < 0.01 (Student’s *t* test). **b** Photos of epidermis showing fiber cell initials in GhTM-1 incubated with mock (control, top), Rbin-1 (middle), and Roscovitine (bottom). Bars = 60 μm. **Supplemental Figure 7.** Phylogenetic analysis of upregulated and down-regulated *ARFs* in cotton fibers and their *Arabidopsis* homologs. Phylogenetic tree of all *ARF* genes in cotton and *Arabidopsis*. Gene names in the figure were identified in the list of upregulated and down-regulated genes in cotton fibers and their homologs in *Arabidopsis*. Color of line in phylogenetic tress represents upregulated (red), down-regulated (blue) genes, both up and down-regulated genes (green, *ARF19*) in fibers. **Supplemental Figure 8.** Phylogenetic analysis of upregulated and down-regulated MYB transcription factor genes in cotton fibers and their *Arabidopsis* homologs. Phylogenetic trees of all MYB transcription factor genes in cotton and *Arabidopsis*. Gene names in the figure were identified in the list of upregulated and down-regulated genes in cotton early fiber cells and their homologs in *Arabidopsis*. Genes described and named in previous *Gossypium* studies listed in parenthesis. Color of line in phylogenetic tress represents up-regulated (red) and down-regulated (blue) genes in fibers, green are other genes known to be upregulated in fibers which were not detected in this experiment.

**Additional file 2: Supplemental Table 1.** RNA-seq statistics of LCM samples. **Supplemental Table 2.** Upregulated and down-regulated genes in fiber cell initials at 0 DPA. **Supplemental Table 3.** Upregulated and down-regulated genes in early fiber cells at 2 DPA. **Supplemental Table 3a.** Up-regulated and down-regulated genes in epidermal cells in 0 and 2 DPA. **Supplemental Table 4.** Upregulated genes in early fiber cells (0 and 2 DPA) specific to species. **Supplemental Table 4a.** Upregulated and down-regulated genes in fiber cells between GhTM-1 and Gb3–79 at 2 DPA. **Supplemental Table 4b.** Significant GO terms in upregulated and down-regulated genes between GhTM-1 and Gb3–79 in fiber cells at 2 DPA. **Supplemental Table 5.** List of A and D homoeologs with biased expression values. **Supplemental Table 5a**. Orthologs of G. hirstum and *G. barbadense*. **Supplemental Table 6.** List of putative ribosomal protein subunit and cell cycle genes with expression values in LCM samples. **Supplemental Table 7.** Expression values of putative *TOR*, *RAPTOR*, *LST8*, and *EPB1* genes in LCM samples*.* **Supplemental Table 8.** Expression values of phytohormone and MYB transcription factor related genes in LCM samples.

## Data Availability

The mRNA sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) database, https://www.ncbi.nlm.nih.gov/geo (accession GSE152995).

## Abbreviations

LCM: Laser-capture microdissection
MYB: Myeloblastosis
DAP: Days post anthesis
TOR: TARGET OF RAPAMYCIN
FPKM: Fragments per kilobase per million
PCA: Principal component analysis
EBP1: ErbB-3 EPIDERMAL GROWTH FACTOR BINDING PROTEIN1
LST8: LETHAL WITH SEC THIRTEEN PROTEIN8

# Supplementary material for: LCM and RNA-seq analyses revealed roles of cell cycle and translational regulation and homoeolog expression bias in cotton fiber cell initiation
**Source:** BMC Genomics. 2021 Apr 29;22:309. doi: 10.1186/s12864-021-07579-1
**Supplement:** Supplementary file 1 — Additional file 1: Supplemental Figure 1. Images of Laser Capture Microdissection (LCM) and RNA quality in LCM samples. a Isolation of fiber and epidermal cell tissues by Laser Capture Microdissection (LCM) method. Top represents epidermal cell isolation from ovules at 0 DPA in GhTM-1 and Gb3–79, and GhMD17. Bottom shows separation of fiber and epidermal cell layers from ovules at 2 DPA in GhTM-1 and Gb3–79. Bar represents 150 μm. b Line plots showing RNA size (x-axis) and quantity (y-axis) measured by Bioanalyzer with RIN number in GhTM-1 epidermal cells (0 DPA) (left) and GhTM-1 fiber cells (2 DPA) (right). Two ribosomal RNA peaks are clearly visible. Supplemental Figure 2. Gene expression correlation between GhTM-1, Gb3–79, and GhMD17 and down-regulated genes in early fiber cells. a Pearson’s correlation coefficients of LCM RNA-seq samples averaged between 2 replicates. Hierarchical clustering was based on geometric distance. b Venn diagram analysis of down-regulated genes in early fiber cells at 0 DPA; GhMD17 > GhTM-1 (blue) and GhMD17 > Gb3–79 (red). Shared down-regulated genes in fibers at 0 DPA (white) between comparisons are shown in dashed box. c Venn diagram analysis of down-regulated genes in early fiber cells at 2 DPA; GhTM-1(epi > fiber) (blue), Gh3–79 (epi > fiber) (red), GhMD17(epi) > GhTM-1(fiber) (yellow), and GhMD17(epi) > Gb3–79(fiber) (green). Shared down-regulated genes in early fiber cells at 2 DPA (white) between comparisons are shown in dashed box. Supplemental Figure 3. Gene expression divergence between GhTM-1 and Gb3–79 in epidermal cells at 0 and 2 DPA. a Venn Diagram analysis of upregulated genes in epidermal cells at 0 DPA; GhTM-1 0epi > 2epi (light blue) and Gb3–79 0epi > 2epi (pink). b Venn Diagram analysis of upregulated genes in epidermal cells at 2 DPA; GhTM-1 2epi > 0epi (blue) and Gb3–79 2epi > 0epi (red). Supplemental Figure 4. Biased expression of A and D homoeologs in GhTM-1 and Gb3–79. a Number of A and D homoeologs (pairs),

## Slide 1
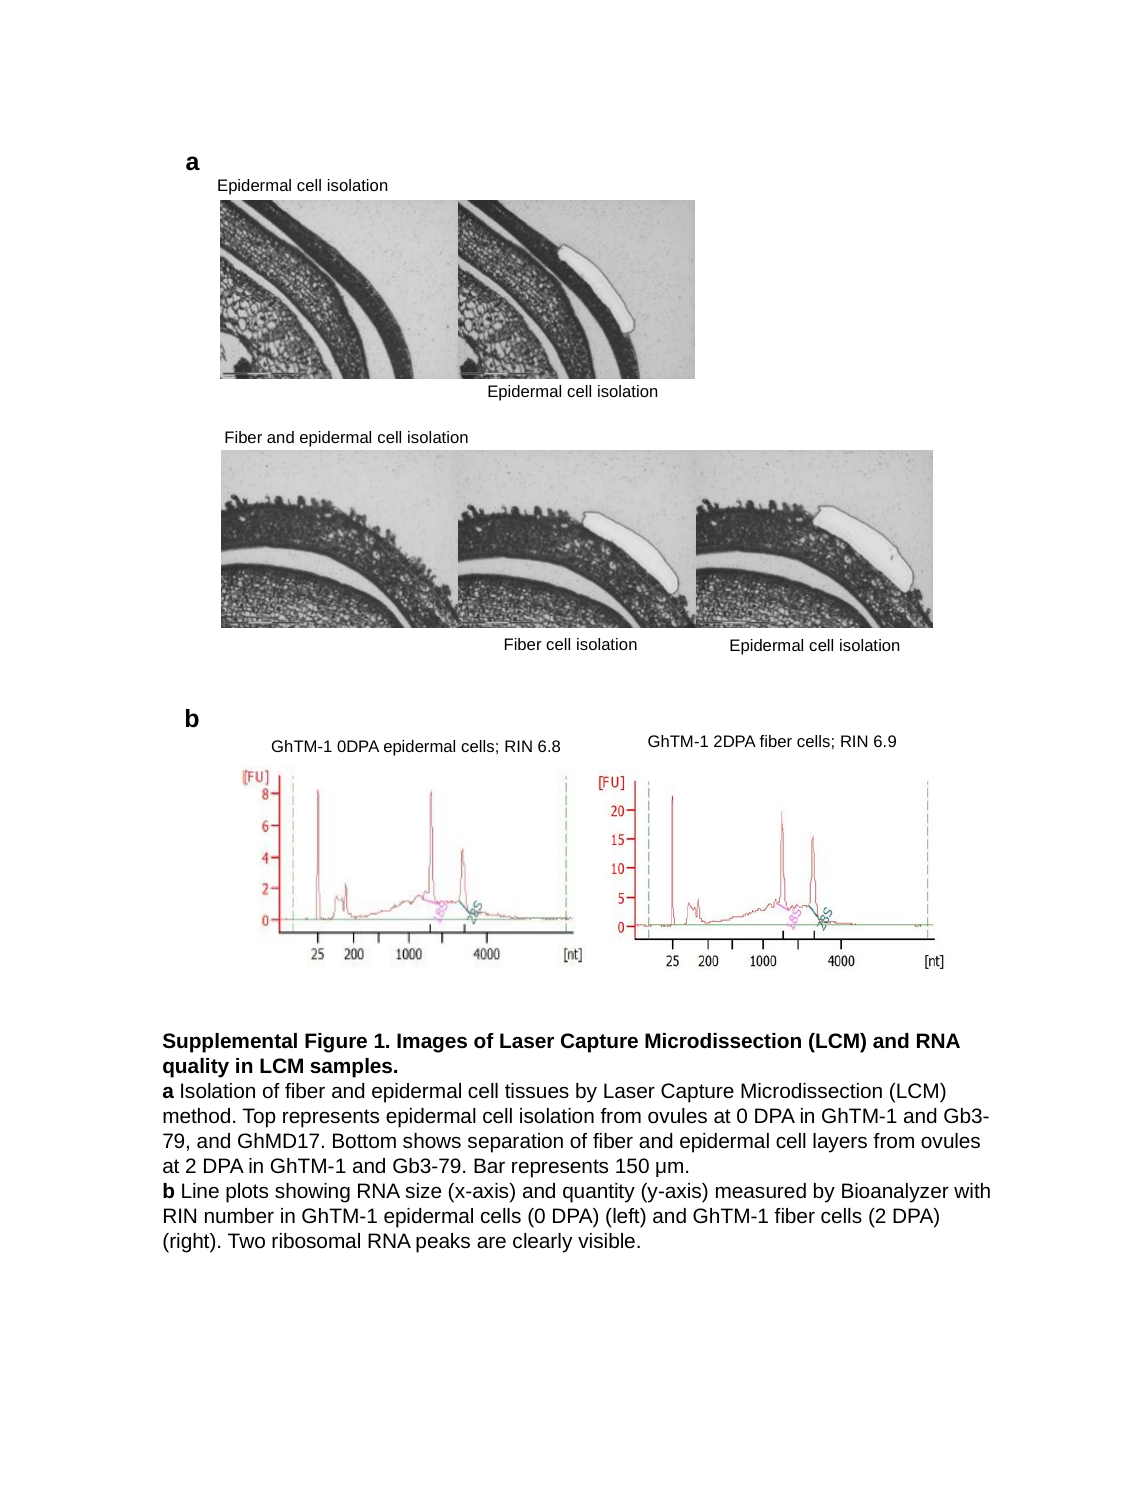

a
Epidermal cell isolation
Epidermal cell isolation
Fiber and epidermal cell isolation
Fiber cell isolation
Epidermal cell isolation
b
GhTM-1 2DPA fiber cells; RIN 6.9
GhTM-1 0DPA epidermal cells; RIN 6.8
Supplemental Figure 1. Images of Laser Capture Microdissection (LCM) and RNA quality in LCM samples.
a Isolation of fiber and epidermal cell tissues by Laser Capture Microdissection (LCM) method. Top represents epidermal cell isolation from ovules at 0 DPA in GhTM-1 and Gb3-79, and GhMD17. Bottom shows separation of fiber and epidermal cell layers from ovules at 2 DPA in GhTM-1 and Gb3-79. Bar represents 150 μm.
b Line plots showing RNA size (x-axis) and quantity (y-axis) measured by Bioanalyzer with RIN number in GhTM-1 epidermal cells (0 DPA) (left) and GhTM-1 fiber cells (2 DPA) (right). Two ribosomal RNA peaks are clearly visible.

## Slide 2
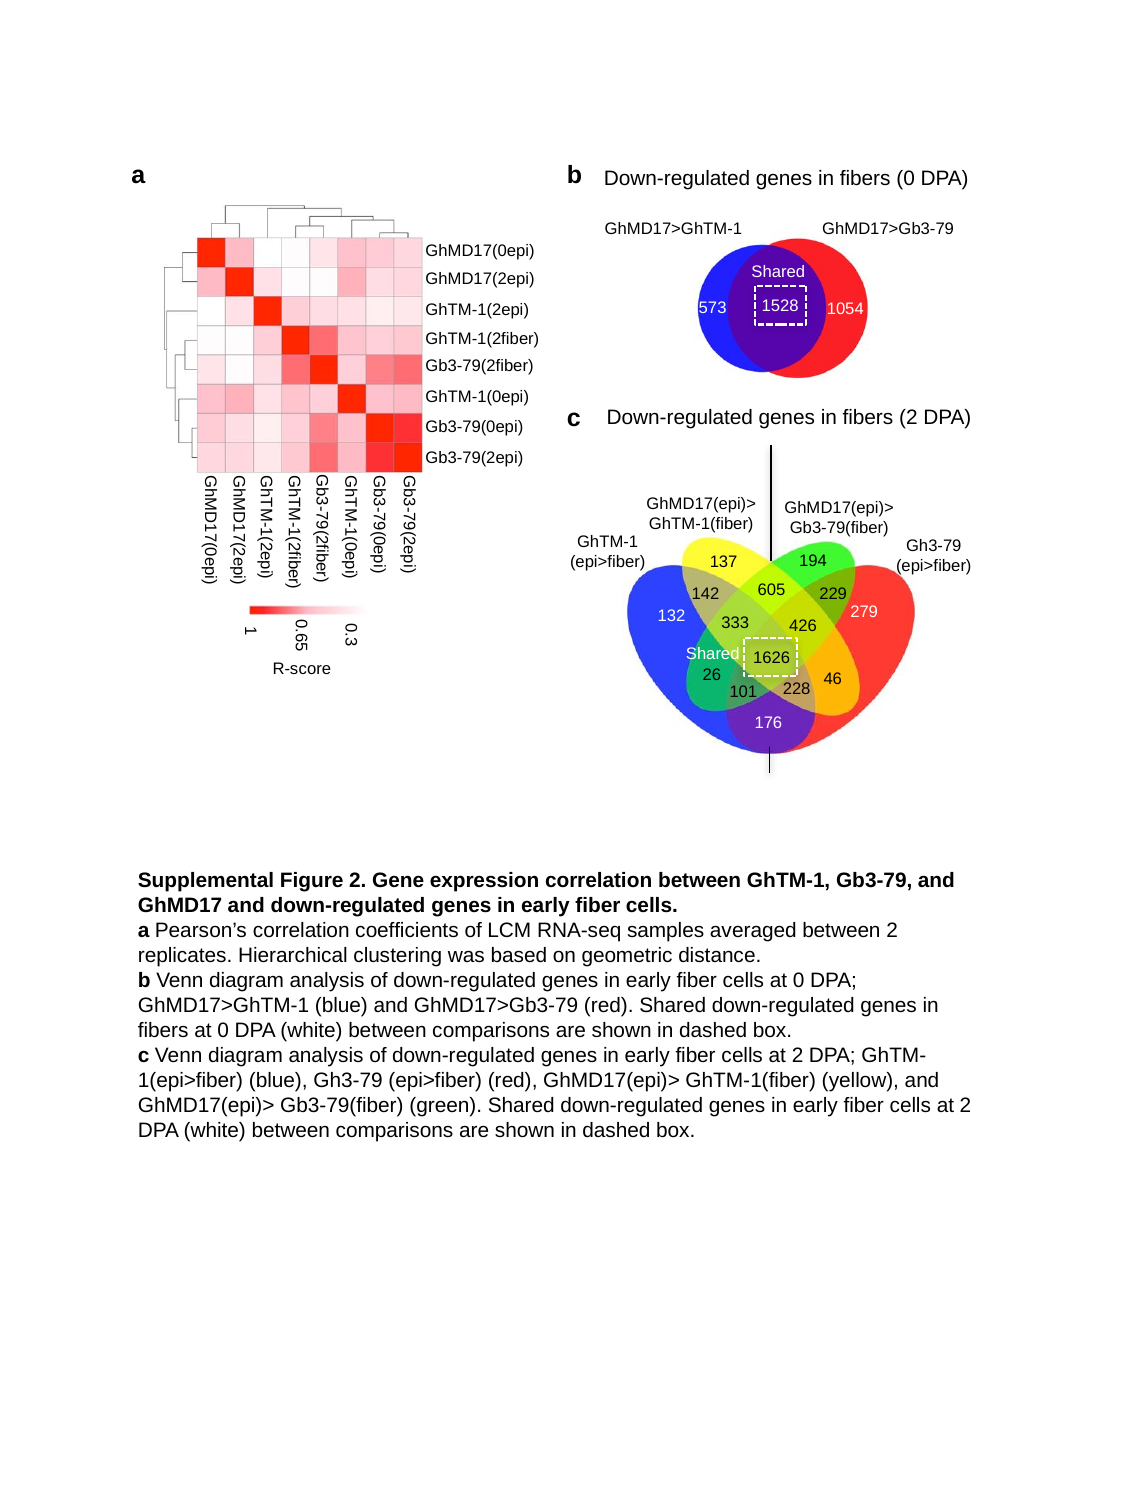

a
b
Down-regulated genes in fibers (0 DPA)
GhMD17>GhTM-1
GhMD17>Gb3-79
GhMD17(0epi)
Shared
GhMD17(2epi)
1528
573
1054
GhTM-1(2epi)
GhTM-1(2fiber)
Gb3-79(2fiber)
GhTM-1(0epi)
c
Down-regulated genes in fibers (2 DPA)
Gb3-79(0epi)
Gb3-79(2epi)
GhMD17(epi)>
GhTM-1(fiber)
GhMD17(epi)>
Gb3-79(fiber)
Gb3-79(0epi)
Gb3-79(2epi)
GhTM-1(2epi)
GhTM-1(0epi)
Gb3-79(2fiber)
GhMD17(0epi)
GhMD17(2epi)
GhTM-1(2fiber)
GhTM-1 (epi>fiber)
Gh3-79 (epi>fiber)
194
137
605
229
142
279
132
333
426
1
0.3
0.65
Shared
1626
R-score
26
46
228
101
176
Supplemental Figure 2. Gene expression correlation between GhTM-1, Gb3-79, and GhMD17 and down-regulated genes in early fiber cells.
a Pearson’s correlation coefficients of LCM RNA-seq samples averaged between 2 replicates. Hierarchical clustering was based on geometric distance.
b Venn diagram analysis of down-regulated genes in early fiber cells at 0 DPA; GhMD17>GhTM-1 (blue) and GhMD17>Gb3-79 (red). Shared down-regulated genes in fibers at 0 DPA (white) between comparisons are shown in dashed box.
c Venn diagram analysis of down-regulated genes in early fiber cells at 2 DPA; GhTM-1(epi>fiber) (blue), Gh3-79 (epi>fiber) (red), GhMD17(epi)> GhTM-1(fiber) (yellow), and GhMD17(epi)> Gb3-79(fiber) (green). Shared down-regulated genes in early fiber cells at 2 DPA (white) between comparisons are shown in dashed box.

## Slide 3
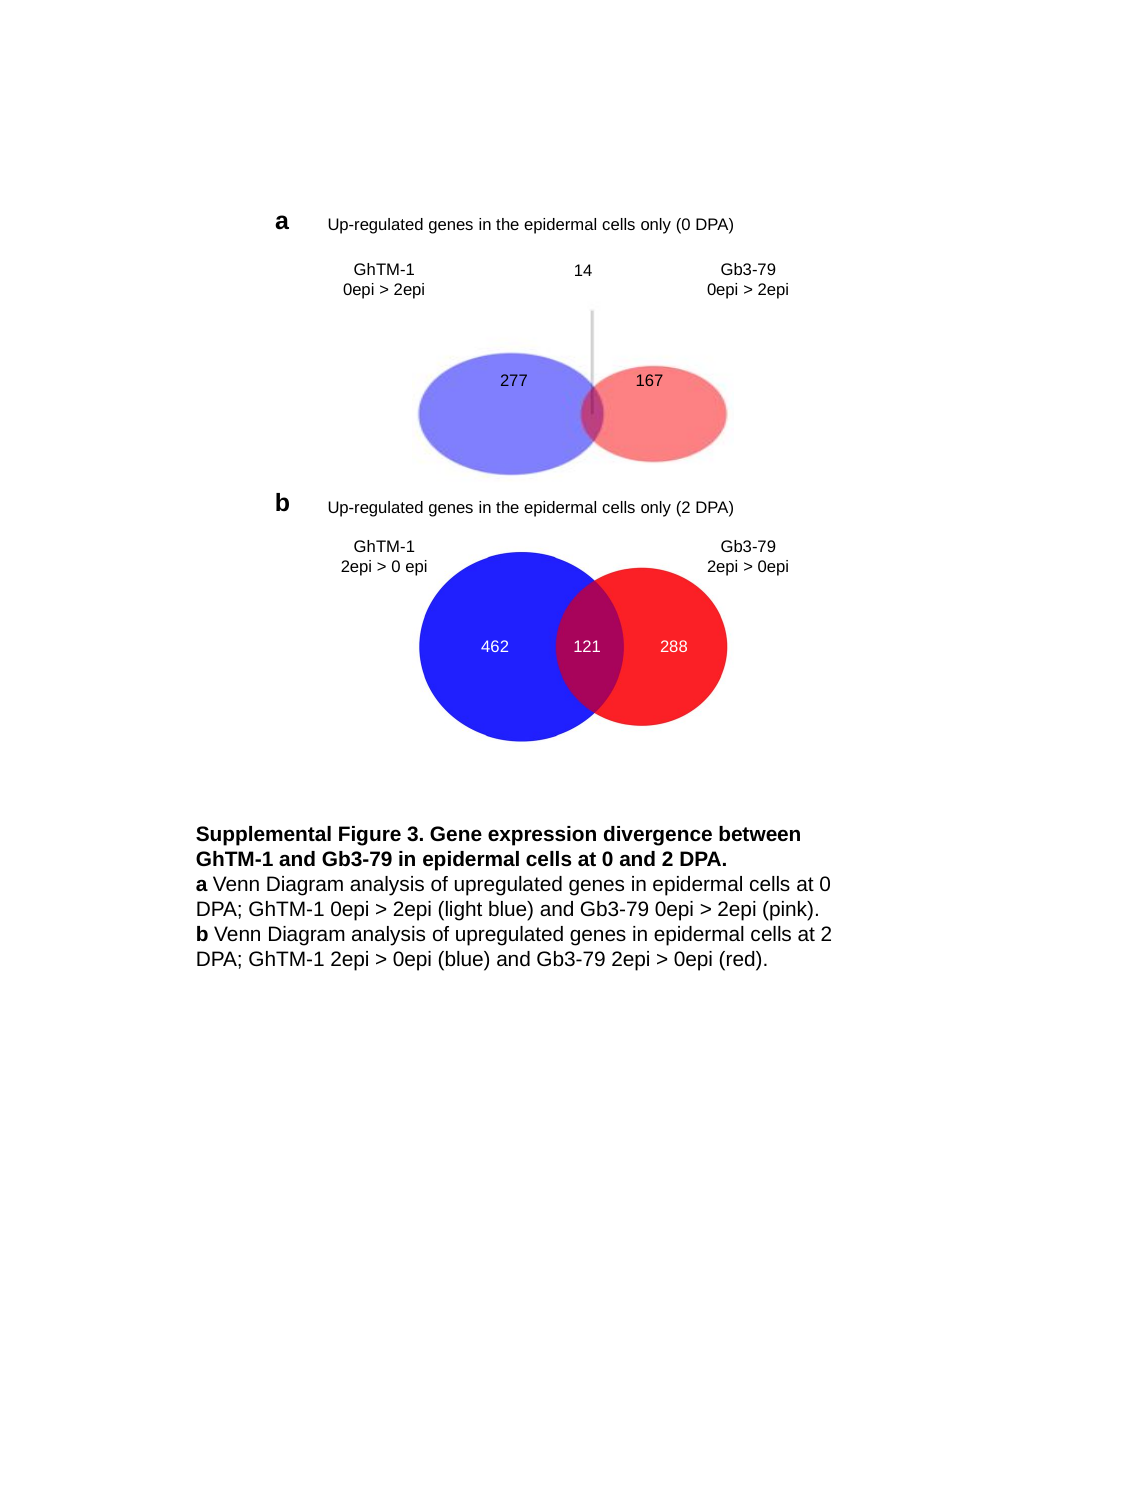

a
Up-regulated genes in the epidermal cells only (0 DPA)
GhTM-1
0epi > 2epi
Gb3-79
0epi > 2epi
14
277
167
b
Up-regulated genes in the epidermal cells only (2 DPA)
GhTM-1
2epi > 0 epi
Gb3-79
2epi > 0epi
462
121
288
Supplemental Figure 3. Gene expression divergence between GhTM-1 and Gb3-79 in epidermal cells at 0 and 2 DPA.
a Venn Diagram analysis of upregulated genes in epidermal cells at 0 DPA; GhTM-1 0epi > 2epi (light blue) and Gb3-79 0epi > 2epi (pink).
b Venn Diagram analysis of upregulated genes in epidermal cells at 2 DPA; GhTM-1 2epi > 0epi (blue) and Gb3-79 2epi > 0epi (red).

## Slide 4
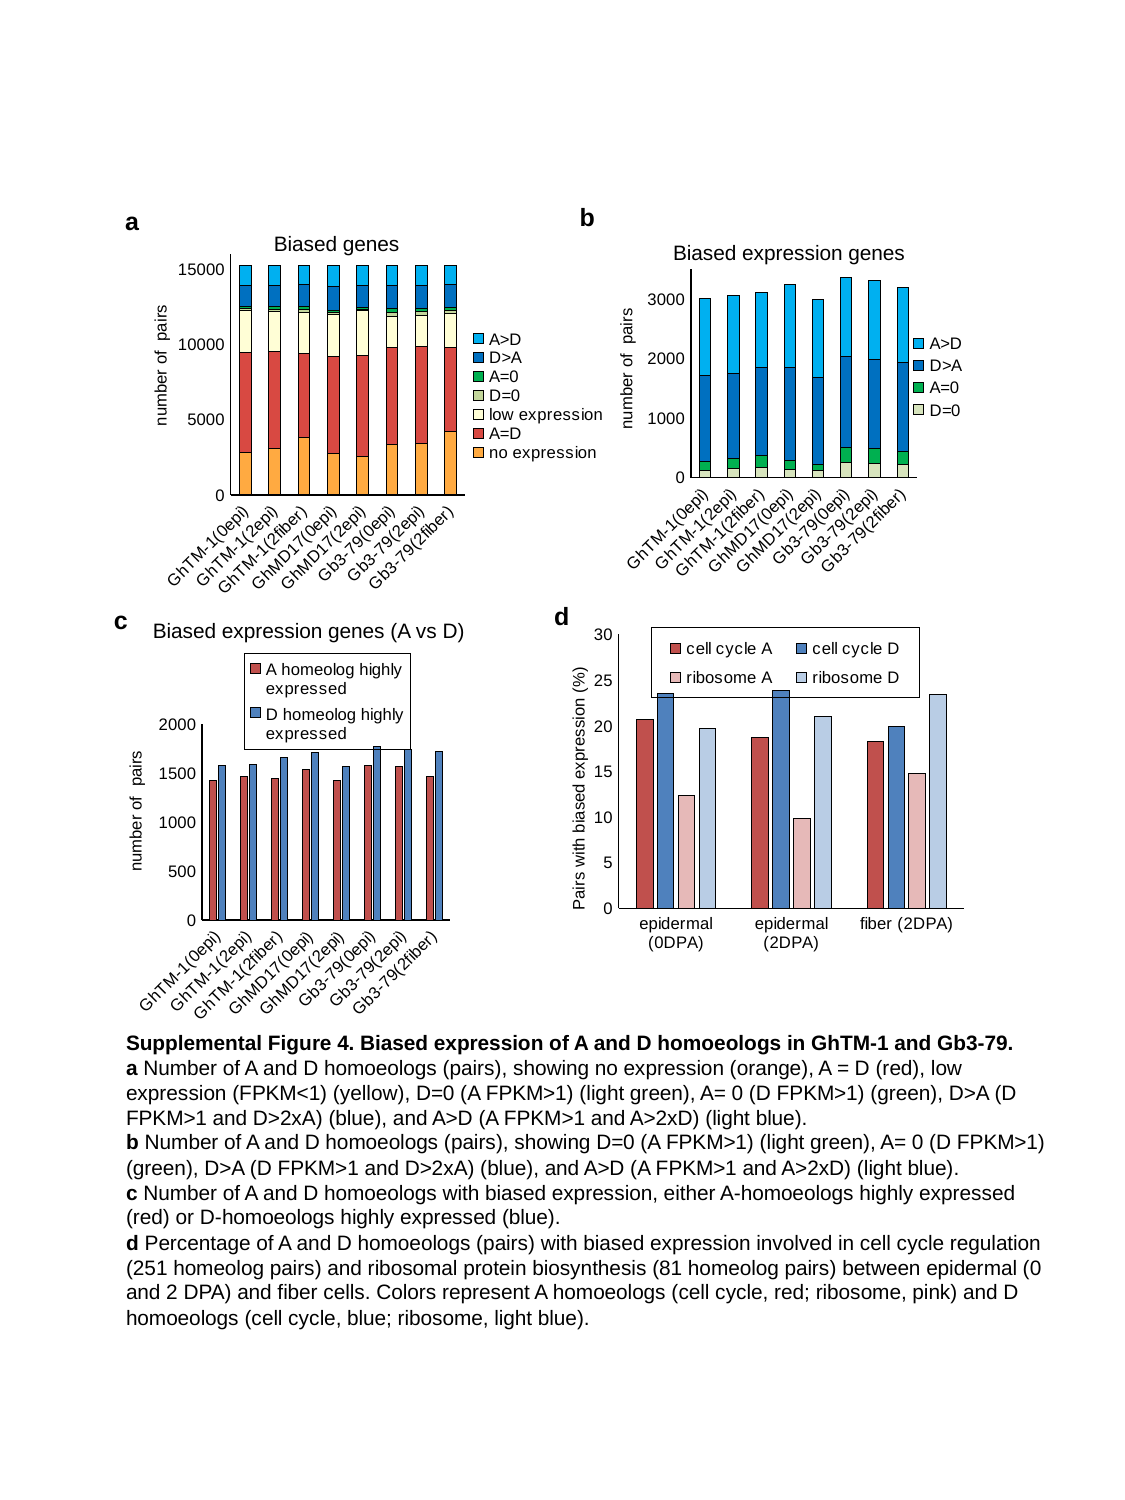

b
a
Biased genes
Biased expression genes
### Chart
| Category | no expression | A=D | low expression | D=0 | A=0 | D>A | A>D |
|---|---|---|---|---|---|---|---|
| GhTM-1(0epi) | 2843.0 | 6595.0 | 2779.0 | 128.0 | 138.0 | 1441.0 | 1296.0 |
| GhTM-1(2epi) | 3046.0 | 6502.0 | 2616.0 | 152.0 | 166.0 | 1424.0 | 1314.0 |
| GhTM-1(2fiber) | 3801.0 | 5593.0 | 2716.0 | 175.0 | 195.0 | 1471.0 | 1269.0 |
| GhMD17(0epi) | 2771.0 | 6442.0 | 2763.0 | 133.0 | 159.0 | 1550.0 | 1402.0 |
| GhMD17(2epi) | 2532.0 | 6747.0 | 2947.0 | 112.0 | 115.0 | 1450.0 | 1317.0 |
| Gb3-79(0epi) | 3346.0 | 6447.0 | 2069.0 | 259.0 | 255.0 | 1521.0 | 1323.0 |
| Gb3-79(2epi) | 3385.0 | 6495.0 | 2031.0 | 236.0 | 252.0 | 1492.0 | 1329.0 |
| Gb3-79(2fiber) | 4227.0 | 5574.0 | 2229.0 | 219.0 | 224.0 | 1497.0 | 1250.0 |
### Chart
| Category | D=0 | A=0 | D>A | A>D |
|---|---|---|---|---|
| GhTM-1(0epi) | 128.0 | 138.0 | 1441.0 | 1296.0 |
| GhTM-1(2epi) | 152.0 | 166.0 | 1424.0 | 1314.0 |
| GhTM-1(2fiber) | 175.0 | 195.0 | 1471.0 | 1269.0 |
| GhMD17(0epi) | 133.0 | 159.0 | 1550.0 | 1402.0 |
| GhMD17(2epi) | 112.0 | 115.0 | 1450.0 | 1317.0 |
| Gb3-79(0epi) | 259.0 | 255.0 | 1521.0 | 1323.0 |
| Gb3-79(2epi) | 236.0 | 252.0 | 1492.0 | 1329.0 |
| Gb3-79(2fiber) | 219.0 | 224.0 | 1497.0 | 1250.0 |number of pairs
number of pairs
### Chart
| Category | cell cycle A | cell cycle D | ribosome A | ribosome D |
|---|---|---|---|---|
| epidermal (0DPA) | 20.717131474103585 | 23.50597609561753 | 12.345679012345679 | 19.753086419753085 |
| epidermal (2DPA) | 18.725099601593627 | 23.904382470119522 | 9.876543209876543 | 20.98765432098765 |
| fiber (2DPA) | 18.326693227091635 | 19.9203187250996 | 14.814814814814813 | 23.456790123456788 |d
c
Biased expression genes (A vs D)
### Chart
| Category | A homeolog highly expressed | D homeolog highly expressed |
|---|---|---|
| GhTM-1(0epi) | 1424.0 | 1579.0 |
| GhTM-1(2epi) | 1466.0 | 1590.0 |
| GhTM-1(2fiber) | 1444.0 | 1666.0 |
| GhMD17(0epi) | 1535.0 | 1709.0 |
| GhMD17(2epi) | 1429.0 | 1565.0 |
| Gb3-79(0epi) | 1582.0 | 1776.0 |
| Gb3-79(2epi) | 1565.0 | 1744.0 |
| Gb3-79(2fiber) | 1469.0 | 1721.0 |Pairs with biased expression (%)
number of pairs
Supplemental Figure 4. Biased expression of A and D homoeologs in GhTM-1 and Gb3-79.
a Number of A and D homoeologs (pairs), showing no expression (orange), A = D (red), low expression (FPKM<1) (yellow), D=0 (A FPKM>1) (light green), A= 0 (D FPKM>1) (green), D>A (D FPKM>1 and D>2xA) (blue), and A>D (A FPKM>1 and A>2xD) (light blue).
b Number of A and D homoeologs (pairs), showing D=0 (A FPKM>1) (light green), A= 0 (D FPKM>1) (green), D>A (D FPKM>1 and D>2xA) (blue), and A>D (A FPKM>1 and A>2xD) (light blue).
c Number of A and D homoeologs with biased expression, either A-homoeologs highly expressed (red) or D-homoeologs highly expressed (blue).
d Percentage of A and D homoeologs (pairs) with biased expression involved in cell cycle regulation (251 homeolog pairs) and ribosomal protein biosynthesis (81 homeolog pairs) between epidermal (0 and 2 DPA) and fiber cells. Colors represent A homoeologs (cell cycle, red; ribosome, pink) and D homoeologs (cell cycle, blue; ribosome, light blue).

## Slide 5
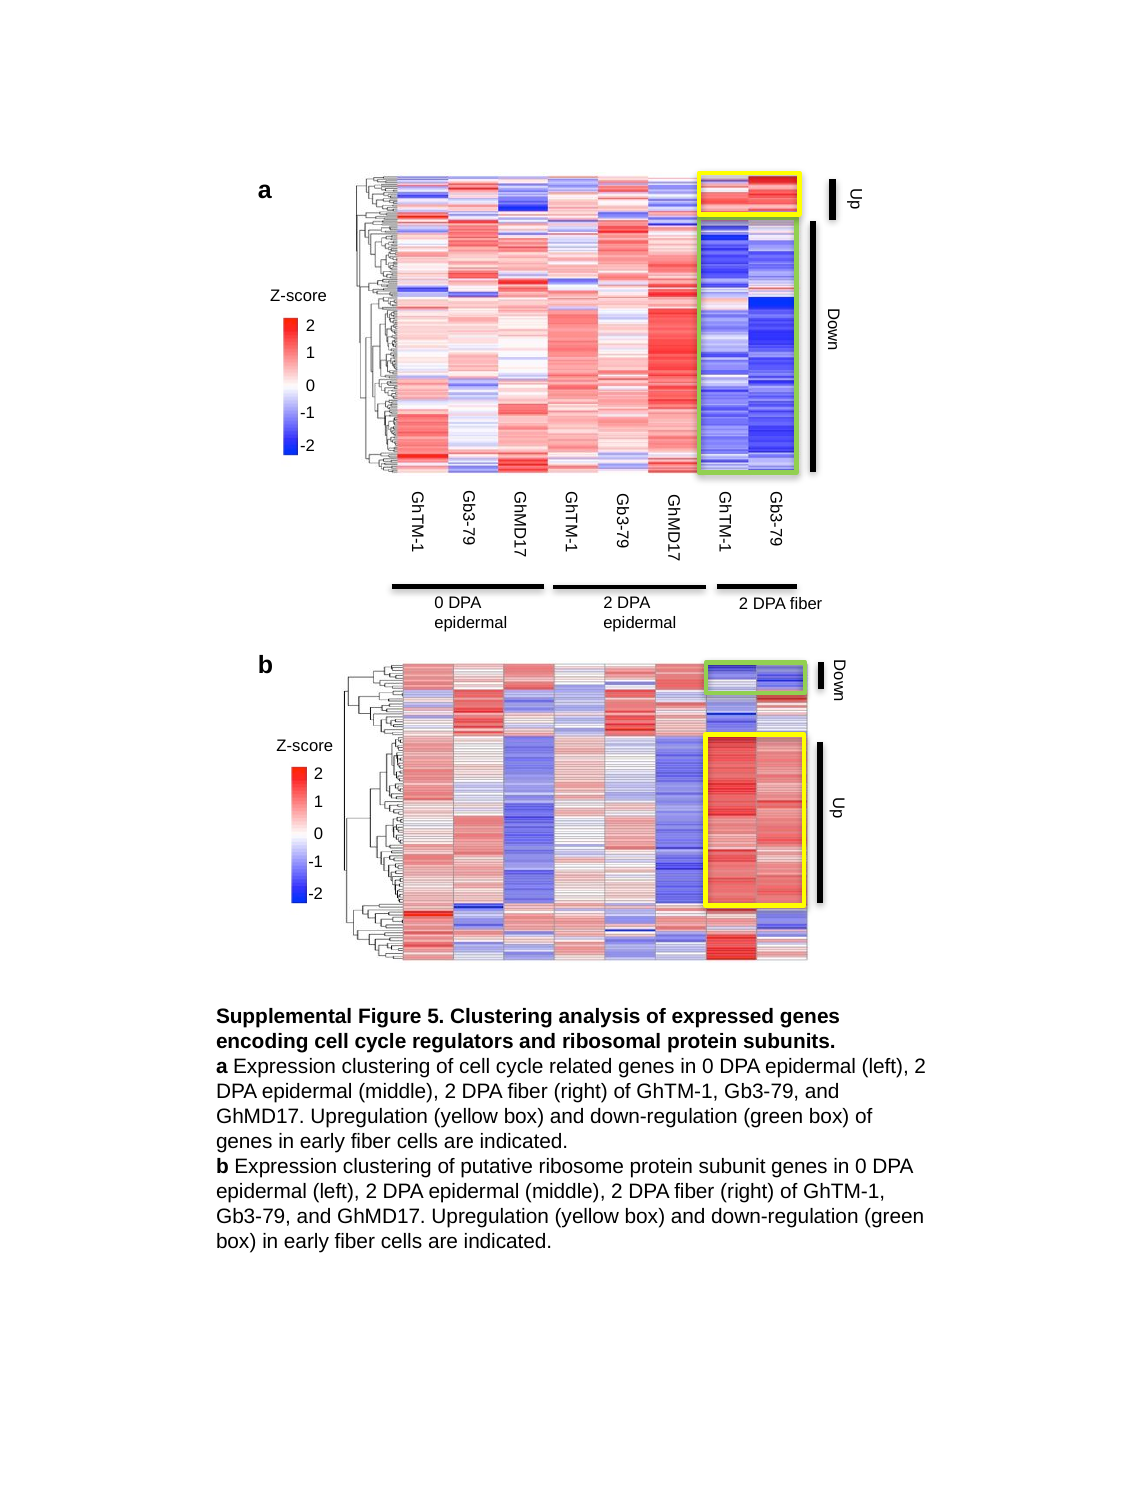

a
Up
Cell cycle regulation genes (231 genes)
Z-score
2
0
-2
Down
1
-1
Gb3-79
Gb3-79
Gb3-79
GhTM-1
GhTM-1
GhTM-1
GhMD17
GhMD17
2 DPA
epidermal
0 DPA
epidermal
2 DPA fiber
b
Down
Ribosomal proteins subunit genes (121 proteins)
Z-score
2
0
-2
1
-1
Up
Supplemental Figure 5. Clustering analysis of expressed genes encoding cell cycle regulators and ribosomal protein subunits.
a Expression clustering of cell cycle related genes in 0 DPA epidermal (left), 2 DPA epidermal (middle), 2 DPA fiber (right) of GhTM-1, Gb3-79, and GhMD17. Upregulation (yellow box) and down-regulation (green box) of genes in early fiber cells are indicated.
b Expression clustering of putative ribosome protein subunit genes in 0 DPA epidermal (left), 2 DPA epidermal (middle), 2 DPA fiber (right) of GhTM-1, Gb3-79, and GhMD17. Upregulation (yellow box) and down-regulation (green box) in early fiber cells are indicated.

## Slide 6
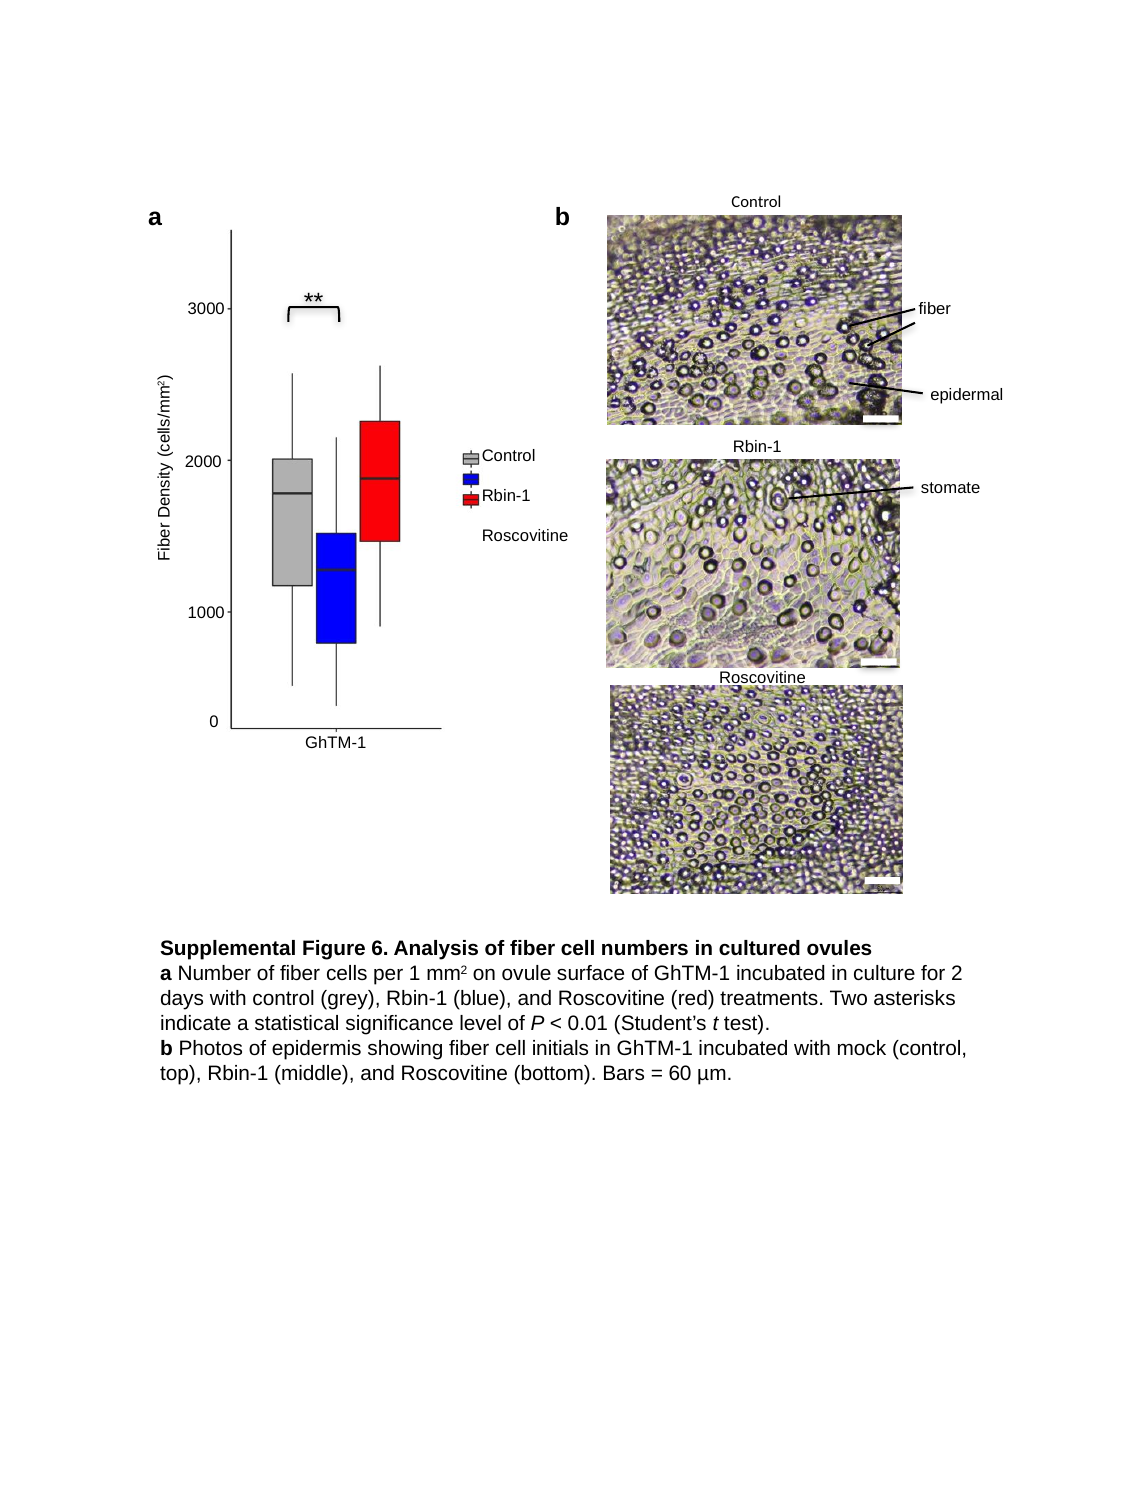

Control
a
b
**
3000
fiber
epidermal
Rbin-1
Control
Rbin-1
Roscovitine
2000
 Fiber Density (cells/mm2)
stomate
1000
Roscovitine
0
GhTM-1
Supplemental Figure 6. Analysis of fiber cell numbers in cultured ovules
a Number of fiber cells per 1 mm2 on ovule surface of GhTM-1 incubated in culture for 2 days with control (grey), Rbin-1 (blue), and Roscovitine (red) treatments. Two asterisks indicate a statistical significance level of P < 0.01 (Student’s t test).
b Photos of epidermis showing fiber cell initials in GhTM-1 incubated with mock (control, top), Rbin-1 (middle), and Roscovitine (bottom). Bars = 60 µm.

## Slide 7
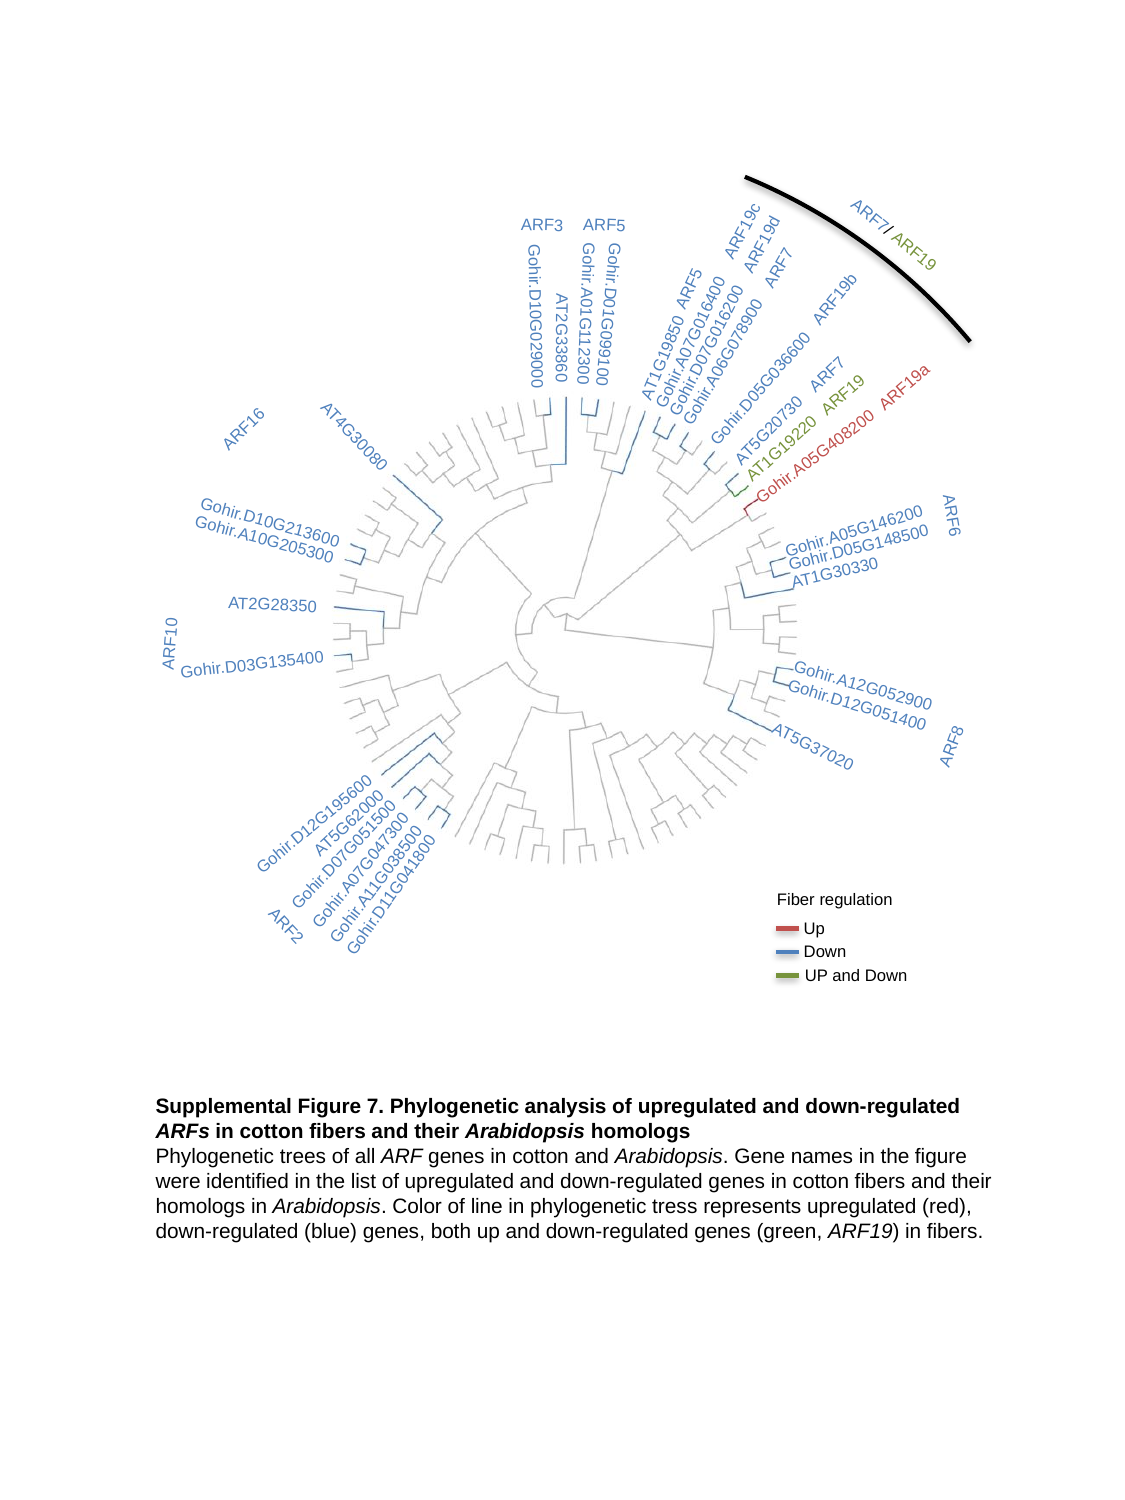

ARF3
ARF5
ARF19c
ARF7
ARF5
Gohir.A01G112300
Gohir.D01G099100
Gohir.D10G029000
AT2G33860
Gohir.A07G016400
Gohir.D07G016200
AT1G19850
Gohir.A06G078900
ARF7
Gohir.D05G036600
ARF19
ARF16
AT5G20730
AT4G30080
AT1G19220
Gohir.A05G408200
ARF6
Gohir.D10G213600
Gohir.A05G146200
Gohir.A10G205300
Gohir.D05G148500
AT1G30330
AT2G28350
ARF10
Gohir.D03G135400
Gohir.A12G052900
Gohir.D12G051400
AT5G37020
ARF8
AT5G62000
Gohir.D12G195600
Gohir.D07G051500
Gohir.A07G047300
Gohir.A11G038500
Gohir.D11G041800
Fiber regulation
ARF2
Up
Down
UP and Down
ARF7/ ARF19
ARF19d
ARF19b
ARF19a
Supplemental Figure 7. Phylogenetic analysis of upregulated and down-regulated ARFs in cotton fibers and their Arabidopsis homologs
Phylogenetic trees of all ARF genes in cotton and Arabidopsis. Gene names in the figure were identified in the list of upregulated and down-regulated genes in cotton fibers and their homologs in Arabidopsis. Color of line in phylogenetic tress represents upregulated (red), down-regulated (blue) genes, both up and down-regulated genes (green, ARF19) in fibers.

## Slide 8
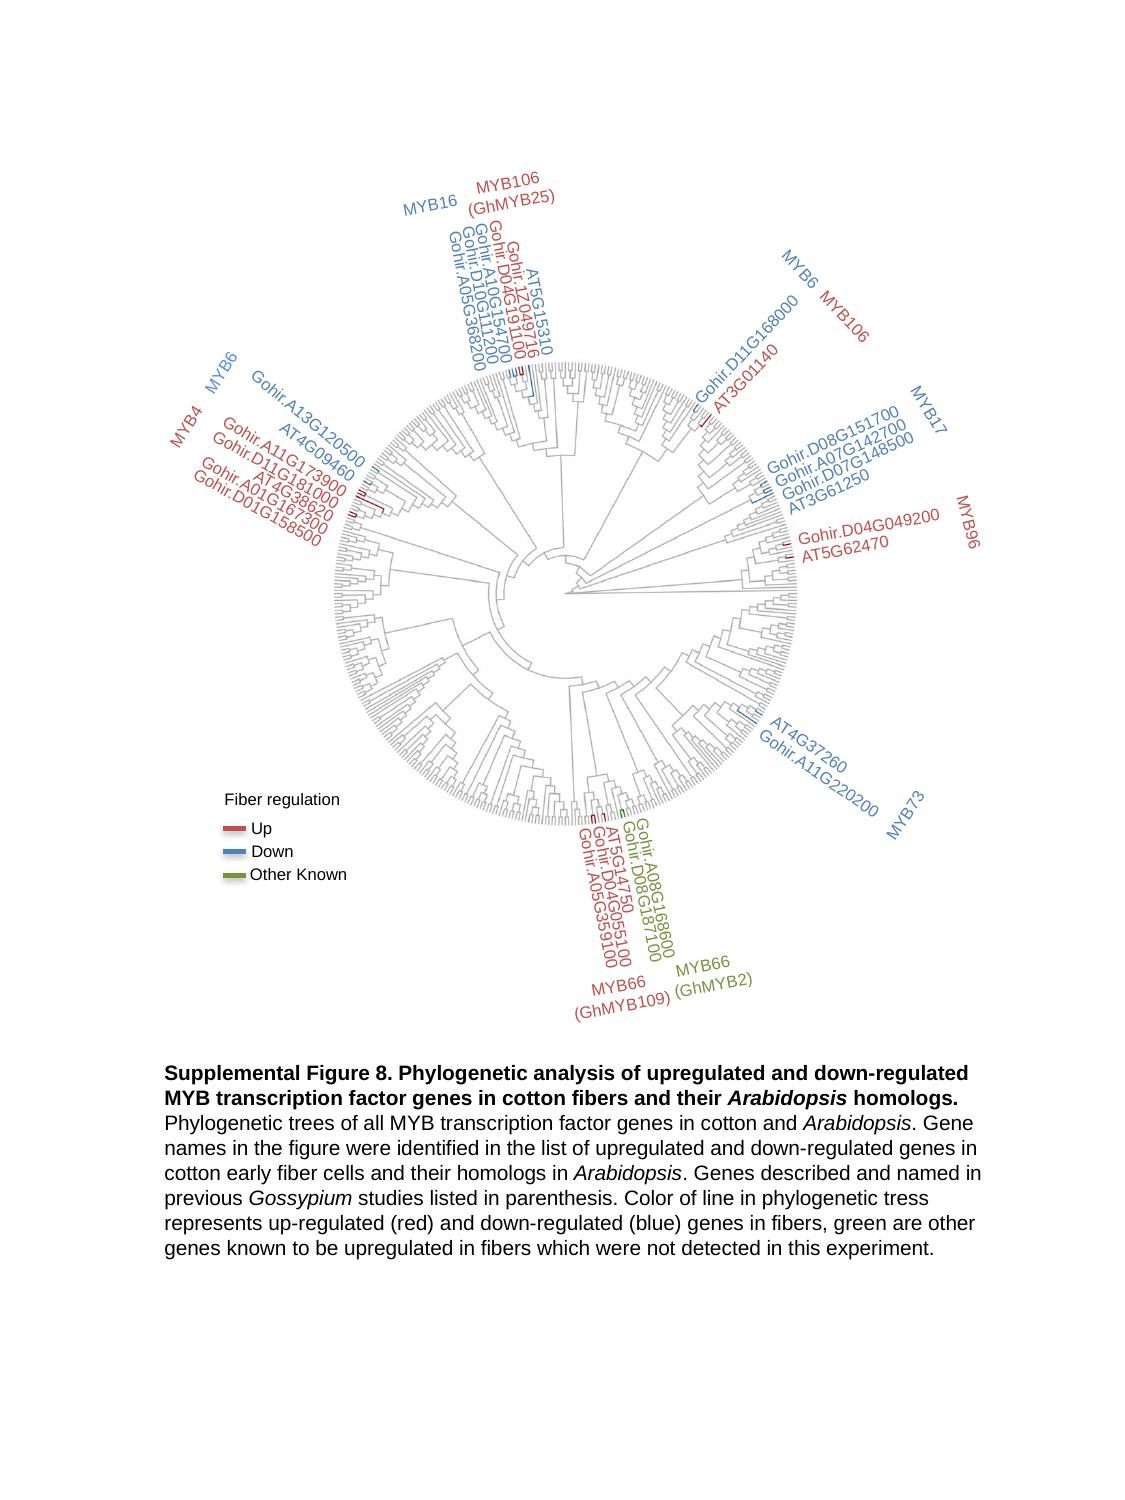

MYB106
(GhMYB25)
MYB16
MYB6 MYB106
Gohir.D04G191100
Gohir.A10G154700
Gohir.D10G111200
Gohir.A05G368200
Gohir.1Z049716
Gohir.D11G168000
AT5G15310
AT3G01140
MYB4 MYB6
MYB17
Gohir.A13G120500
Gohir.D08G151700
Gohir.A07G142700
Gohir.A11G173900
Gohir.D07G148500
AT4G09460
Gohir.D11G181000
AT3G61250
Gohir.A01G167300
Gohir.D01G158500
AT4G38620
MYB96
Gohir.D04G049200
AT5G62470
AT4G37260
Gohir.A11G220200
Fiber regulation
MYB73
Up
Down
Other Known
Gohir.A08G168600
Gohir.D08G187100
AT5G14750
Gohir.D04G055100
Gohir.A05G359100
MYB66
(GhMYB2)
MYB66
(GhMYB109)
Supplemental Figure 8. Phylogenetic analysis of upregulated and down-regulated MYB transcription factor genes in cotton fibers and their Arabidopsis homologs.
Phylogenetic trees of all MYB transcription factor genes in cotton and Arabidopsis. Gene names in the figure were identified in the list of upregulated and down-regulated genes in cotton early fiber cells and their homologs in Arabidopsis. Genes described and named in previous Gossypium studies listed in parenthesis. Color of line in phylogenetic tress represents up-regulated (red) and down-regulated (blue) genes in fibers, green are other genes known to be upregulated in fibers which were not detected in this experiment.

How the deposited data were processed for this re-analysis (not part of the article)

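Laser-captured epidermal and fiber cells of ovules were sequenced from the wild-type lines GhTM-1 and Gb3–79 and the fiberless mutant GhMD17, in 8 groups of 2 biological replicates. According to the authors' methods, reads were mapped with Tophat 2.1.1 to the genome of *G. hirsutum* (GhTM-1 and GhMD17) or *G. barbadense* (Gb3–79), uniquely mapped reads were kept, and FPKM values were computed by the authors with Cufflinks 2.2.1 for each library before they were deposited. FPKM are fragments scaled by the length of the transcript and by the mapped fragments of the library. The values were used as deposited, and it was checked on the values that each mean in the paper's supplemental gene tables equals the mean of the replicates. Reads and counts were not used here, so counting error per gene is not known, and the number of libraries limits the precision.

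The table of orthologs holds all lines, and the tables of each line also hold the genes without an ortholog, 75376 genes in all for GhTM-1 and GhMD17 and 74559 for Gb3–79. Genes with an FPKM of 0 in every library were left out. Tests used log2(FPKM + 1) and limma 3.58.1 in R 4.3.3, with lmFit on the means of all groups and eBayes with a trend of the variance with expression. Each comparison was a two-sided contrast of group means, and Benjamini-Hochberg adjustment was made within each of the 9 comparisons. The limits were an unadjusted P of 0.01, a mean of 5 FPKM in the higher group and a ratio of 1.5, or of 2 against GhMD17 at 2 DPA. For epidermal cells between stages they were 1 FPKM and a ratio of 2. The paper names ANOVA for its P and does not state the groups or the scale, so P here is not from the same test. The difference between GhTM-1 and Gb3–79 in the change from epidermal to fiber cells was tested as an interaction over all genes with an adjusted p under 0.05. The number of calls expected from independent noise per gene without change was taken from 20 simulated sets of libraries.

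Lists of *ARF* and *MYB* genes drawn in the paper were tested by an exact permutation of the 4 fiber and 4 wild-type epidermal libraries of 2 DPA on the mean of each library, and as sets within each line with fry of limma. These permutations put libraries of both lines together, although the lines differ in species and genome reference. Permutation within each line was not run and has fewer regroupings, so its smallest p is larger. Principal components were computed on centred genes, and correlations across genes on the mean FPKM of each group, clustered by complete linkage. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

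Genes named beyond those of the paper were chosen by a rule. For each comparison, these were the 2 genes with the largest log2 change in each direction among the called genes whose libraries did not overlap between the groups, and the text gives the first of each. Exceptions are said to be chosen after their values were seen. The comparisons, their limits, the rule for named genes and the alternatives were set before the data were examined, apart from those said to be chosen later. The alternatives were a pseudocount of 0.1, no minimum or a minimum of 10 FPKM, an adjusted p in place of P, limma on only the libraries of the groups compared, a one-way ANOVA of those groups for each gene, the replicate number as a block, libraries rescaled by the median ratio to the mean library over genes with more than 5 FPKM in all libraries, the genes of each line's own table, and leaving out each replicate. For the components they also included scaled genes and genes with a mean over 1 FPKM, and for the correlations log2(FPKM + 1). A one-way ANOVA over all 8 groups, correlations without genes with over 100 FPKM in 1 replicate and 0 in the other or without Gohir.D10G095500, which has the highest FPKM, and the related gene pairs were added after the data were seen.

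The procedure was tested on simulated data with 200 genes of 42627 changed 8-fold. The changed genes were drawn from those with a mean over 5 FPKM. Noise was normal, independent per gene and of the same spread in all groups. Recovery of lower genes and of changes near the fold limits was not tested. In fiber against epidermal cells, 92% of the changed genes were called in the right direction and 0 in the wrong one, and 196 of 42427 unchanged genes were called. The interaction passed its limit for 131 of the changed and 11 of the unchanged genes. Homoeolog pairs, ribosomal protein and cell cycle genes, phytohormone genes other than *ARF* genes, and gene ontology terms were not analysed here, because the supplemental tables that list them were not used here. Small RNAs were not used here either.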

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

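Of the tests below, those of missing ortholog values, rescaling, opposite directions, left-over epidermal RNA, the poorly mapped library and the direction taken from the wild-type lines were chosen only after the result was seen.

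The change from epidermal to fiber cells at 2 DPA differed between GhTM-1 and Gb3–79 for 133 orthologs, by a test of the difference itself with an adjusted p under 0.05. Simulated libraries without any change gave at most 1. The change was more positive in GhTM-1 for 81 of them and more negative for 52, and 111 had the larger absolute change in Gb3–79. In GhTM-1, 42 of the 133 were at 0 in all 4 libraries of 2 DPA and 76 were under 1 FPKM in all 4. In Gb3–79 these numbers were 7 and 17. Missing values listed as 0 are not the source for most of the 133, since 18 were at 0 in all 10 *G. hirsutum* libraries and 7 in all 6 Gb3–79 libraries. For these 25, a missing value and a gene without expression cannot be told apart, because both are listed at 0. Library scaling is not the main source, since 125 of the 133 also passed after rescaling. With a pseudocount of 0.1, 69 of them passed again. In 16 orthologs the lines changed in opposite directions with an unadjusted P under 0.01 in both, against at most 1 in the simulations, and 15 of these were lower in GhTM-1 fiber and higher in Gb3–79 fiber. Of the 16, 1 had a value under 1 FPKM in a library of 2 DPA. Epidermal RNA left in the fiber material of 1 line would shrink changes but not turn them around, so it does not account for these 16. An example chosen after its values were seen is Gohir.D12G059800. It had 57.0 and 59.0 FPKM in GhTM-1 epidermal cells and 10.3 and 11.7 in fiber, and 262 and 214 FPKM in Gb3–79 epidermal cells and 1458 and 999 in fiber. The difference between its log2 changes was −4.64 (standard error 0.25, adjusted p = 3.05e-05). Of the 42 orthologs with the same direction in both lines, 40 changed more in Gb3–79. Among these, 15 had a mean of at least 1 FPKM in GhTM-1 epidermal cells. To turn the fiber to epidermal ratio of Gb3–79 into that of GhTM-1, left-over epidermal RNA would have to make up a median of 16.3% of the fiber material. No epidermal transcript would then fall below that share of its epidermal level, but 53 of the 4587 orthologs with over 20 FPKM in both GhTM-1 epidermal libraries did so in both fiber libraries. This argues against left-over RNA for the 15 as a set, while a share under 5% would be enough for 3 of them. The other 25 were under 1 FPKM in GhTM-1 epidermal cells, too low for such a test, so left-over RNA was not tested for them. A smaller true change in GhTM-1 stays open. Species, genome reference and cultivar differ together between the lines, and none of these was tested as the source.

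In GhMD17 epidermal cells, a comparison the paper does not report, 632 orthologs were called higher and 320 lower at 2 DPA than at 0 DPA. An adjusted p was under 0.05 for 151 and 92 of these. Among the called genes whose libraries did not overlap between the stages, Gohir.A13G095100 had the largest increase. It had 2260 and 667 FPKM at 2 DPA and was listed at 0 at 0 DPA (adjusted p = 0.0768). In GhTM-1 epidermal cells at 2 DPA its replicates had 0 and 935 FPKM. Among the same called genes, Gohir.D05G319866 had the largest decrease. It was listed at 0 and had 17.0 FPKM at 2 DPA against 83.5 and 282 at 0 DPA. Its log2 change of −5.19 (standard error 1.26, adjusted p = 0.132) was −3.10 without replicate 1 of 2 DPA and −7.27 without replicate 2 of 2 DPA. Independent noise per gene is too small a source, since simulated libraries without change gave at most 250 calls in both directions together. Those libraries held no shift common to many genes, so the simulations cannot exclude such a shift. The library with the lowest share of mapped pairs, replicate 2 at 0 DPA, is not the whole source. Of 5882 orthologs picked by fold in the libraries of replicate 2, 66.4% had the same direction in those of replicate 1, against at most 51.0% in the simulations. Without replicate 1 at 0 DPA, the orthologs that passed the fold and FPKM limits as higher at 2 DPA rose from 2157 to 3542. A change with stage that the wild-type lines share is a candidate explanation for part of the calls. On the direction from 0 to 2 DPA taken from GhTM-1 and Gb3–79 alone, both GhMD17 libraries of 2 DPA lay above both of 0 DPA, with means 23.7 apart. Of the 952 called orthologs, 252 were called in the same direction in a wild-type line and 41 in the opposite one. Stage and a processing batch that follows it cannot be told apart, since the 2 libraries of a stage carry no batch in their labels.

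Genes without a paired ortholog were left out of the comparisons between lines, and the paper does not discuss them. Among them, 223 were called higher and 586 lower in GhTM-1 fiber than in epidermal cells at 2 DPA, and an adjusted p was under 0.05 for 77 and 373. Independent noise per gene gave at most 82 calls in the simulations, so it does not account for the 809 called. Shifts common to many genes of a library were not simulated. Gohir.A13G176050 had the largest increase, with 28.7 and 116 FPKM in fiber. It was listed at 0 in GhTM-1 epidermal cells at 2 DPA (adjusted p = 0.0541). In GhTM-1 epidermal cells at 0 DPA it had 32.3 and 67.2 FPKM. The gene with the largest decrease, Gohir.A06G126102, was listed at 0 in fiber and had 57.3 and 22.4 FPKM in epidermal cells (adjusted p = 0.0184). The 20 genes with the highest FPKM held 11.3% to 24.6% of the FPKM of these genes in a library. The authors kept uniquely mapped reads. Whether reads of near-identical copies were placed on the right gene was not tested, because reads and genome sequence were not used here.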

How the results depend on the processing

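The one-way ANOVA over all 8 groups, the correlations without discordant genes or without Gohir.D10G095500 and the pairs of related genes were chosen only after the result was seen. For counts, a move means a change by more than 1.5 times, and the cause was not tested unless the construction of an alternative shows it.

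None of the 32 counts moved after rescaling the libraries or with the replicate number as a block, and none of 10 moved with the genes of each line's own table. According to the paper, fiber cells at 2 DPA were collected first and the underlying epidermal cells in a further step, but neither it nor the labels say that replicate numbers link the samples. Residuals of like-numbered replicates had correlations from −0.113 to 0.158 over 28 pairs of groups, 4 of them over 0.1. Of these 4, 3 were within a line, at 0.135 between the stages and 0.103 between fiber and epidermal cells of 2 DPA in GhTM-1, and 0.158 between the stages in GhMD17. The fourth was 0.148, between GhTM-1 fiber and GhMD17 epidermal cells at 2 DPA. Within Gb3–79 they were 0.0053, 0.017 and 0.059, the last between fiber and epidermal cells of 2 DPA. Whether the numbers pair the samples stays open, and the main values are without the block. The interaction passed for 104 orthologs with the block, 129 after rescaling and 100 with a pseudocount of 0.1, against 133.

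The one-way ANOVA of the 2 groups compared moved all 32 counts, and by construction it has only the 4 libraries of a comparison to estimate the spread of a gene. For higher and lower in turn, it called 433 and 328 for GhTM-1 against GhMD17 at 0 DPA, 893 and 748 for Gb3–79, and 160 and 76 in both lines. For fiber against epidermal cells it called 157 and 513 in GhTM-1, 362 and 815 in Gb3–79, and 28 and 96 in both. For fiber against GhMD17 it called 774 and 1285 in GhTM-1 and 1002 and 1244 in Gb3–79. In either comparison it called 855 and 1528 in GhTM-1 and 1192 and 1749 in Gb3–79, in all 4 it called 15 and 51, and higher in 1 line only 414 in GhTM-1 and 751 in Gb3–79. Between stages it called 196 and 103 in GhTM-1, 127 and 104 in Gb3–79, 149 and 97 in GhMD17, and 2 and 1 in both wild-type lines.

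With limma on only the libraries of the 2 groups compared, which also have fewer libraries to estimate the spread, 25 counts moved. At 0 DPA, these were 948 and 725 in GhTM-1, 1765 and 1484 in Gb3–79 and 446 and 269 in both. For fiber against epidermal cells they were 340 and 1053 in GhTM-1, 747 and 1684 in Gb3–79 and 121 and 433 in both. Lower than GhMD17 were 2766 in GhTM-1 fiber and 2663 in Gb3–79 fiber, lower in either comparison 3002 and 3454, and in all 4 comparisons 96 higher and 330 lower. Between stages they were 369 and 175 in GhTM-1, 252 and 195 in Gb3–79, 350 higher in GhMD17, and 18 and 12 in both wild-type lines.

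A minimum of 10 FPKM moved 15 counts, since it leaves fewer genes. Lower in fiber were 1481 against GhTM-1 epidermal cells, 1024 in both lines, 2783 in GhTM-1 and 2874 in Gb3–79 against GhMD17, 2999 and 3855 in either comparison, and 811 in all 4. Between stages, 351 and 250 were called in GhTM-1, 209 and 143 in Gb3–79, 237 and 138 in GhMD17, and 43 and 34 in both wild-type lines. Without a minimum, which admits more genes, 7064 orthologs were lower in Gb3–79 fiber than in GhMD17 and 9002 in either comparison.

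An adjusted p under 0.05 in place of P moved 13 counts. At 0 DPA, 575 were lower in GhTM-1 and 310 in both lines. Higher in fiber were 392 in GhTM-1, 238 in both lines and 202 in all 4 comparisons. Between stages, 336 and 157 passed in GhTM-1, 158 and 143 in Gb3–79, 151 and 92 in GhMD17, and 30 and 16 in both wild-type lines. A pseudocount of 0.1 moved the lower genes between stages to 205 in GhMD17 and 39 in both wild-type lines, and the cause was not tested. The ANOVA over all 8 groups, which tests for a difference among any of the groups, moved 7 counts. It gave 2037 lower in GhTM-1 and 1291 in both at 0 DPA, 1375 higher in GhTM-1 fiber than in epidermal cells, 898 in both lines and 742 in all 4 comparisons, and 211 and 136 between stages in both wild-type lines.

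PC1 and PC2 held 28.9% and 21.0% of the variance with a pseudocount of 0.1, and 26.4% and 15.8% with scaled genes. On log2(FPKM + 1), r across genes moved to 0.952 between the GhTM-1 stages and 0.917 between the fibers, and without discordant genes the former was 0.823, or 0.758 without Gohir.D10G095500 alone. The cause was not tested for the components.

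The differences of the gene lists and related gene pairs between tissues kept their direction and their exact permutation p with a pseudocount of 0.1 and after rescaling. Of the 122 changes of named genes, 117 stayed on their side of the limit after rescaling (3 passed it, 2 no longer did), 114 with a pseudocount of 0.1 (1 and 7) and 117 with the block (2 and 3). Without a replicate, 3 genes changed sign in GhTM-1 fiber against epidermal cells. The log2 change of Gohir.D08G187100 ranged from −0.31 to 0.56, that of Gohir.D11G181000 from −0.28 to 0.47, also −0.12 without fiber replicate 1, and that of Gohir.A12G052900 from −1.07 to 0.059. For counts on the fold and FPKM limits without a replicate, 4 of 18 moved. These were between stages, with ranges from 2085 to 3063 higher and 2039 to 4631 lower in GhTM-1, 2364 to 3698 lower in Gb3–79 and 2174 to 3542 higher in GhMD17. The alternatives for homoeologs, ribosomal protein genes and cell cycle genes were not run. Since files hold FPKM without counts, the error of genes with few reads is not known, which limits calls near the minimum FPKM.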

Differences from the paper's values

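The one-way ANOVA over all 8 groups named below was chosen only after the result was seen. The paper names ANOVA as its test without stating which groups or scale it used, and the values given first below are from limma.

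At 0 DPA, 2686 orthologs were called higher in Gb3–79 than in GhMD17, against the paper's 1500. Of the alternatives set before the data were examined, a minimum of 10 FPKM gave 2132. Limma on only the libraries of the 2 groups gave 1765, and the others so set did not close the gap. The ANOVA over all 8 groups, chosen after seeing the values, gave 2819, which widened it. In GhTM-1, 1143 were called lower, against the paper's 2101. Without a minimum FPKM the count was 1596, the other alternatives set before the data were examined did not close the gap, and the ANOVA over all 8 groups, chosen after seeing the values, gave 2037. In both lines 568 were called lower, against the paper's 1528. None of the alternatives set before the data were examined closed the gap, and the ANOVA over all 8 groups, chosen after seeing the values, gave 1291.

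For the stages of epidermal cells, the methods give no limits, and those used were read from the paper's list of genes. Higher at 0 DPA than at 2 DPA were 526 orthologs in GhTM-1 epidermal cells, against the paper's 291, and a minimum of 10 FPKM gave 250. In Gb3–79 they were 530, against the paper's 181. A minimum of 10 FPKM and an adjusted p under 0.05 each gave 143, and limma on only the libraries of the 2 groups gave 195. In both lines they were 69, against the paper's 14, and the last of these settings gave 12 and an adjusted p under 0.05 gave 16. For these 3 counts the other alternatives set before the data were examined did not close the gap. The ANOVA over all 8 groups, chosen after seeing the values, widened it, to 776, 593 and 136 in turn. The minimum of 10 FPKM took the counts higher at 2 DPA further from the paper's. These became 351 against 583 in GhTM-1 and 209 against 409 in Gb3–79, so this minimum does not account for both stages.

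At 2 DPA, 342 orthologs were higher in fiber in all 4 comparisons, against the paper's 743. None of the alternatives set before the data were examined closed the gap, and the ANOVA over all 8 groups, chosen after seeing the values, gave 742. Higher in 1 line only were 687 in GhTM-1 and 1349 in Gb3–79, against the paper's 265 and 450. No setting closed these gaps, and the closest, the one-way ANOVA of the 2 groups compared, gave 414 and 751. Lower in either comparison in GhTM-1 were 4755, against the paper's 2978. A minimum of 10 FPKM gave 2999, limma on only the libraries of the 2 groups gave 3002, and the ANOVA over all 8 groups, chosen after seeing the values, gave 4017. The regions of Supplemental Figure 2c sum to about 4000 for the same set, read by eye. Higher in GhTM-1 fiber than in epidermal cells were 754, against the paper's 1259. Without a minimum FPKM the count was 892, and the ANOVA over all 8 groups, chosen after seeing the values, gave 1375. In both lines they were 414, against the paper's 931. None of the alternatives set before the data were examined closed the gap, and the ANOVA over all 8 groups, chosen after seeing the values, gave 898.

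The paper states that epidermal samples of the stages were not separated by the components. In the plane of PC1 and PC2 the stage means were 43.8 apart in GhTM-1, where replicates were 6.90 and 20.8 apart. In GhMD17 the stage means were 14.1 apart, against 3.95 and 7.10 between replicates. In Gb3–79 they were 5.51 apart, less than the 14.4 and 10.8 between replicates. PC4 separated the stages in all lines. The paper places GhTM-1 epidermal cells at 2 DPA in a group with the mutant samples. The tree drawn in Supplemental Figure 2a has the same branches as the one from FPKM here, so the difference is from the sentence in the text. Clustering on FPKM here joined them to the branch of the fiber and the other wild-type samples, while on log2(FPKM + 1) the GhTM-1 samples of both stages joined the mutant samples. The paper draws *ARF19a* as higher in fiber. In GhTM-1 its log2 change of 0.35 had an adjusted p of 0.550, while in Gb3–79 it was higher in fiber, with a log2 change of 1.44 and an adjusted p of 0.00643. The paper gives 9 *MYB* genes as higher and 9 as lower in fiber. All had these directions here, although *MYB17* Gohir.A07G142700 was too low in Gb3–79 to settle its direction. An unadjusted P under 0.01 was reached by only 3 of the former in GhTM-1 and 4 in Gb3–79. For the latter these numbers were 6 and 7. Of the genes the paper lists as higher at 0 DPA than at 2 DPA in both lines, 2 were called here in both.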

Other observations

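The test of the stage direction on lines left out and the correlations without some orthologs were chosen only after the result was seen.

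PC4, with 5.28% of the variance, separated the epidermal libraries of 0 DPA from those of 2 DPA in all lines. It was picked among 4 components, so a chance direction could do the same. Directions from 0 to 2 DPA taken from a pair of lines and scored on the line left out gave an exact permutation p of 0.00926, the smallest that 216 relabellings give, so chance alone is a poor account. A stage effect common to the lines may explain it, as a hypothesis. Stage and a processing batch that follows it cannot be told apart, because the labels give no batch. In the wild-type lines, stage also goes with the removal of fibers before the epidermal cut at 2 DPA. According to the paper, GhMD17 lacked visible fiber cell initials and its top layer was cut at both stages. Its libraries of the stages were apart on PC4 as well, so fiber removal alone is not the source there.

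The r across genes of 0.461 between GhTM-1 epidermal cells at 0 and 2 DPA may rest largely on 1 ortholog. Gohir.D10G095500 had 6625 and 33052 FPKM at 2 DPA and was listed at 0 at 0 DPA. Without it r was 0.758, while leaving out any other of the 200 orthologs with the highest FPKM gave at most 0.478. It is 1 of 83 orthologs with over 100 FPKM in 1 replicate and 0 in the other in some group, in its case GhMD17 epidermal cells at 2 DPA. Without the other 82 r was 0.495, so these do not account for the low value, and without all 83 it was 0.823. Between libraries of replicate 1 it was 0.643 and between those of replicate 2 it was 0.298. Genes are not independent replicates, and no biological explanation was tested.

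Both *MYB106* genes changed between stages in epidermal cells of GhMD17. Gohir.1Z049716 was listed at 0 and had 0.306 FPKM at 0 DPA, and had 8.51 and 8.27 FPKM at 2 DPA, a log2 change of 3.04 (standard error 0.15, adjusted p = 7.85e-06). Gohir.D04G191100 had 0.196 and 1.30 FPKM at 0 DPA and 12.1 and 14.4 FPKM at 2 DPA, a log2 change of 3.10 (standard error 0.25, adjusted p = 3.84e-04). Over the 9 *MYB* genes drawn as higher in fiber, the mean log2(FPKM + 1) of the GhMD17 libraries was 1.34 and 1.39 at 0 DPA and 2.03 and 2.21 at 2 DPA.

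Supplemental Figure 8 draws the *GhMYB2* genes among those known to be higher in fibers that were not detected in the experiment. In the FPKM values at 2 DPA, Gohir.A08G168600 had 25.7 and 22.3 FPKM in GhTM-1 fiber against 17.7 and 21.0 in epidermal cells, a log2 change of 0.30 (standard error 0.18, adjusted p = 0.407), and a log2 change of 0.56 in Gb3–79 (standard error 0.18, adjusted p = 0.0655). Gohir.D08G187100 had 22.0 and 21.1 FPKM in GhTM-1 fiber against 14.3 and 26.9 in epidermal cells, a log2 change of 0.12 (standard error 0.29, adjusted p = 0.944), which was −0.31 without epidermal replicate 1. In Gb3–79 its log2 change was 0.84 (standard error 0.29, adjusted p = 0.0798).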
